# Overexpression of Acyl-ACP Thioesterases, *CpFatB4* and *CpFatB5*, Induce Distinct Gene Expression Reprogramming in Developing Seeds of *Brassica napus*

**DOI:** 10.3390/ijms20133334

**Published:** 2019-07-06

**Authors:** Jeong-Won Nam, Jinouk Yeon, Jiseong Jeong, Eunyoung Cho, Ho Bang Kim, Yoonkang Hur, Kyeong-Ryeol Lee, Hankuil Yi

**Keywords:** *Brassica napus*, lipid metabolism, acyl-ACP thioesterase, saturated fatty acid, RNA-Seq

## Abstract

We examined the substrate preference of *Cuphea paucipetala* acyl-ACP thioesterases, *CpFatB4* and *CpFatB5*, and gene expression changes associated with the modification of lipid composition in the seed, using *Brassica napus* transgenic plants overexpressing *CpFatB4* or *CpFatB5* under the control of a seed-specific promoter. *CpFatB4* seeds contained a higher level of total saturated fatty acid (FA) content, with 4.3 times increase in 16:0 palmitic acid, whereas *CpFatB5* seeds showed approximately 3% accumulation of 10:0 and 12:0 medium-chain FAs, and a small increase in other saturated FAs, resulting in higher levels of total saturated FAs. RNA-Seq analysis using entire developing pods at 8, 25, and 45 days after flowering (DAF) showed up-regulation of genes for β-ketoacyl-acyl carrier protein synthase I/II, stearoyl-ACP desaturase, oleate desaturase, and linoleate desaturase, which could increase unsaturated FAs and possibly compensate for the increase in 16:0 palmitic acid at 45 DAF in *CpFatB4* transgenic plants. In *CpFatB5* transgenic plants, many putative chloroplast- or mitochondria-encoded genes were identified as differentially expressed. Our results report comprehensive gene expression changes induced by alterations of seed FA composition and reveal potential targets for further genetic modifications.

## 1. Introduction

*Brassica napus* (rapeseed) is one of the most-produced oilseed crops in the world, second only to soybean, and is used for human consumption, biodiesel, and industrial raw materials [1]. The oil content in the seeds of currently cultivated *B. napus* is approximately 40% of the seed weight, and the fatty acid (FA) composition is up to 70% 18:1 oleic acid. The FA compositions of *B. napus* and other temperate oilseed crops are generally high in unsaturated FAs [2]. Unsaturated FAs are appreciated in the nutritional sector because of their beneficial health effects. However, polyunsaturated FAs are susceptible to oxidation and thus have a limited shelf-life. On the other hand, saturated FAs also have many valuable uses, especially in the industrial sector for the manufacture of soaps, cosmetics, and lubricants. Unlike many temperate oilseed crops, the tropical palm tree has a high content of saturated FAs in its oil. Palm oil is a widely used vegetable oil which comprises 44% 16:0 FAs and a total of 50% saturated FAs [3]. Although the oil palm is an efficient crop, producing up to ten times more oil per hectare than soybean, *B. napus*, or sunflower, palm trees grow only in the limited area of the tropical zone, and palm oil production leads to tropical deforestation [4]. Therefore, it would be beneficial to modify the composition of saturated FAs in *B. napus* growing in the temperate area. The *Agrobacterium*-mediated transformation method for *B. napus* is well established, and it allows the manipulation of seed oil composition [5].

*B. napus* is an allopolyploid plant with ample genetic, genomic, and transcriptomic information [6,7]. It contains 101,040 gene models and 1097 and 1132 lipid biosynthesis genes annotated in the A and C subgenomes, respectively [8]. In addition, various transcriptome analyses, including those for seed development and oil metabolism, have been conducted for *B. napus*. Troncoso-Ponce et al. [9] performed comparative profiling for *B. napus* and three other oilseeds using deep expressed sequence tags (ESTs), and Roh et al. [10] reported the gene expression profiling of *B. napus* embryos using microarray. Candidates for lipid-related genes in *B. napus* pods have been identified using RNA-Seq transcriptome analysis, and the expression of lipid biosynthesis genes in leaves and developing seeds has been compared [11,12]. In *Brassica napus*, the total lipid content in seeds accounted for 37% of the total dry weight of seeds, but only 6.1% of the total dry weight in leaves [12]. Simultaneous analyses of developing seed transcriptomes and proteomes at 2, 4, 6, and 8 weeks after pollination (WAP) revealed that FA biosynthesis and unsaturation are predominant biological processes from 2–4 and 4–6 WAP, respectively [13].

Many efforts have been made to increase the saturated FA content in *B. napus*. Early efforts included the genetic engineering of stearoyl-ACP desaturase (SAD), acyl-ACP thioesterases, β-ketoacyl-ACP synthases, and acyltransferases [14]. For example, overexpression of *Umbellularia californica* 12:0-ACP thioesterase (*UcFatB1*) generated transgenic *B. napus* seeds containing about 60% of 12:0 FA [15]. Coexpression of UcFatB1 and coconut (*Cocos nucifera*) lysophosphatidic acid acyltransferase with a preference for 12:0-CoA in *B. napus* further increased 12:0 FA accumulation up to 67% [16]. An increase of 16:0 and saturated FA content up to 31% and 46% was respectively achieved using a combination of SAD silencing and native fatty acyl-ACP thioesterase B (FatB) overexpression [17]. The acyl-ACP thioesterases, which terminate carbon chain elongation during FA biosynthesis, are classified into two types based on sequence homology: unsaturated oleoyl-ACP is the substrate for the FatA type and saturated acyl-ACPs are the substrates for the FatB type [18]. FatB is a major determinant of saturated FA synthesis in *Arabidopsis thaliana* (*Arabidopsis*), and the ratio of FatA/FatB determines the degree of FA saturation—a higher transcriptional level of FatA than FatB yields a higher production of unsaturated FAs [19,20].

*Cuphea* is a genus of the Lythraceae family with about 260 species of herbaceous perennials and small shrubs with distinct FA composition [21,22]. Predominant seed oils in *Cuphea* plants are saturated medium-chain FAs, which are composed of 6–14 carbon atoms. However, the seed oils produced in different *Cuphea* species are quite diverse. Depending on the species, seeds produce caprylic acid (8:0), capric acid (10:0), lauric acid (12:0), myristic acid (14:0), linoleic acid (18:2), or linolenic acid (18:3) as a dominant component of the seed oil. The major FA components in *Cuphea hookeriana* seed oil are 8:0 (50.2%) and 10:0 (25.4%) [21]. Embryo- and seed-specific expression of mRNA transcripts and clear substrate preference for 8:0 and 10:0 FAs showed that *ChFatB2* plays an important role in determining *C. hookeriana* seed oil composition [23]. For example, *ChFatB2* transgenic *B. napus* accumulated 11%, 27%, and 2% of 8:0, 10:0, and 12:0 FAs, respectively, and the total saturated FAs including 14:0, 16:0, and 18:0 was approximately 45%. Even though the major FA components in *C. hookeriana* seed oil are 8:0 (50.2%) and 10:0 (25.4%), *C. hookeriana* also has 16:0-ACP thioesterase (*ChFatB1*), which is expressed in leaves, roots, maturing seeds, and other organs [18,21]. Seed-specific transgenic expression of *ChFatB1* in *B. napus* led to high 16:0 FA accumulation in seed oil along with slight increases in 14:0, 18:0, and 20:0 content, resulting in 30% saturated FAs in the seeds [18]. In *ChFatB1*-expressing transgenic *B. napus*, 8:0 and 10:0 FAs were not detected, showing that ChFatB1 does not have specificity toward 8:0 or 10:0. The seed oil content of *C. paucipetala* is about 40.0% of the seed weight, and the total saturated FA content is approximately 94%, composed of 10:0 (89.0%), 12:0 (2.1%), 14:0 (0.9%), and 16:0 FAs (1.8%) [24]. Unsaturated FAs include 18:1 (1.5%) and 18:2 (3.7%) FAs.

Two cDNA clones, encoding *CpFatB4* from *C. paucipetala* (National Center for Biotechnology Information (NCBI) accession: AGL08247) and *CpFatB5* (NCBI accession: AGL08248) have been reported, but their biochemical activities have not yet been characterized. In addition, it has not been determined whether the expression of *B. napus* seed lipid metabolism genes, which can be further targeted for more desirable lipid traits, is affected by altered FA composition. In the present study, we generated transgenic *B. napus* overexpressing *C. paucipetala CpFatB4* or *CpFatB5* in a seed-specific manner and investigated (1) whether overexpression of each gene induced lipid composition changes in the seed, and if so, which FAs were affected, and (2) which genes had altered expression patterns in response to distinct lipid composition in different transgenic plants.

## 2. Results

### 2.1. Seed FA Profiles (mol%) and 100-Seed Weights Showed

#### Different Patterns Depending on the Transgene Expressed

Seed FA profiles were analyzed for non-transgenic *Youngsan* and transgenic plants overexpressing *CpFatB4* or *CpFatB5* (Table 1). Dry seeds of *CpFatB4* contained a higher ratio of saturated FAs—an average of 28.4% total FAs, ranging up to 31.0%. The percent content of each individual saturated FA species (14:0, 16:0, 18:0, and 20:0) was also increased, and that for 16:0 FA was most remarkable—about 4.3 times more than control. Dry seeds from *CpFatB5*-overexpressing plants also showed an increase in the total saturated FA content to 16.0%, but less than that of *CpFatB4*-overexpressing plants. However, a significant amount of 10:0 and 12:0 medium-chain FAs, which were not detected in the control, were observed in *CpFatB5* transgenic plants along with a higher amount of 16:0 FA than that in the control. For both transgenic plants, the FA composition changes were accompanied by the decrease in 18:1 FA. Among the three genotypes, the highest values for saturated FAs (14:0, 16:0, 18:0, and 20:0) and the lowest values for most unsaturated FAs (18:1, 18:2, 18:3, and 20:1) were found in *CpFatB4* seeds. Individual values for *CpFatB5* seeds were intermediate among the three plants, except for 10:0 and 12:0 FAs (Table 1). One-hundred seed weight was increased for *CpFatB4* seeds by 10.0%, whereas a 5% decrease was found for *CpFatB5* seeds.

### 2.2. Transcriptome Data Summary

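Whole pods, the pod wall together with the developing seeds, were collected at 3 stages from plants of 3 lines. The control line was the cultivar Youngsan, and the transgenic lines carried CpFatB4 or CpFatB5 under a seed-specific Napin promoter. Both transgenes encode acyl-ACP thioesterases, enzymes that release a fatty acid from its carrier protein and so end the lengthening of the chain. Equal amounts of RNA from 3 independent preparations were pooled before each library was made, so that every line and stage is represented by 1 library and the 9 libraries contain no replicate (n = 1). Libraries were made with a TruSeq kit and read in pairs on an Illumina sequencer. The authors trimmed bases of low quality, mapped the clean reads to the B. napus coding sequences of Genoscope with Bowtie2, and deposited the number of reads per gene together with values normalized with the DESeq package. No replicate check could be made for any difference between lines or stages, so the comparisons carry no SD and no p-value, and the 95% intervals given with some values cover counting error only.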

For the RNA-Seq analysis, nine RNA samples of whole pods including developing seeds were used to generate RNA-Seq reads (Figure 1a). The nine samples used in our experiment were designated as C1 (8 days after flowering (DAF)), C2 (25 DAF), and C3 (45 DAF) for *Youngsan*, 41 (8 DAF), 42 (25 DAF), and 43 (45 DAF) for *CpFatB4* transgenic plants, and 51 (8 DAF), 52 (25 DAF), and 53 (45 DAF) for *CpFatB5* transgenic plants. 

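The stages of 8, 25 and 45 days are days after flowering in the paper and days after fertilization in the descriptions of the deposited samples, and DAF is used in the paper's sense. Each library had 2 columns of counts, which the paper's text does not explain, and they were treated as repeat measurements of 1 library. Both columns together held 75654975 counts in C1, 88259440 in C2 and 69569296 in C3. The CpFatB4 libraries held 73442479 counts in 41, 82835257 in 42 and 65858614 in 43. The CpFatB5 libraries held 63505361 counts in 51, 83475638 in 52 and 38677752 in 53, the lowest total of the 9. Over genes with at least 1000 normalized counts in a library, the log2 ratio of its 2 columns had an SD from 0.0474 in C2 to 0.0675 in 53, and at most 1 gene per library differed 2-fold between the columns. The 20 most abundant genes took between 3.78% and 10.9% of the counts in 7 libraries, 18.1% in 53 and 38.7% in 43. The smallest share that the depth can show, 3 counts of the total, was between 6.80e-06% and 1.55e-05%.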

In *Youngsan*, the accumulation of 18:1 linoleic acid, the predominant FA in this species, begins before 25 DAF [10]. In addition, the transcription of fatty acid biosynthesis genes is active between 2 and 6 WAP (weeks after pollination), and degradation dominates after 6 WAP in *B. napus* [13].

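The paper's Supplementary Table S1 lists between 27517552 clean reads for 53 and 35405452 for C2. The deposited counts amounted to 1.41 counts per clean read in 53, the lowest of the 9 libraries, and to 2.51 in 42, the highest. The first column of a library alone held more counts than the library had clean reads in 8 libraries, and 0.700 counts per clean read in 53. Depth is therefore given as deposited counts, and clean reads are the paper's values.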

The RNA-Seq experiment generated a total of 286,854,290 clean reads, corresponding to the total length of 25,996,358,605 bp (Supplementary Table S1), after trimming the low-quality bases and removing reads shorter than 25 bp. 

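The deposited table listed 91830 genes, and the lowest value of every raw column was 1, which was left in place. Size factors were recomputed by the median-of-ratios method over all 18 raw columns and ranged from 0.515 in 53 to 1.36 in C1. The values normalized in this way lay within 0.500 of the 13 normalized columns of the authors, which are rounded to whole numbers, and they were also available for the 5 raw columns without a normalized column. A set of 405 genes with a mean of at least 100 counts had counts identical to those of another gene in every column. Positions of the genes on the chromosomes were not used here, and genes are named by their identifiers in the reference annotation and by the descriptions in the supplementary tables.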

A total of 91,830 transcripts were mapped onto the reference coding sequences (CDSs) (Supplementary Table S2), and the average mapping rate was 73.1%. Among the mapped transcripts, 87,513 genes had similar sequences (BLASTP: e-value ≤ e^−10^) in other plant species available at ARAPORT and in the Phytozome database [25,26]. Out of the annotated 87,513 genes, 47,312 (54.1%) and 34,219 (39.1%) matched those in *B. rapa* FPsc v1.3 and *B. rapa* Chiifu-401 v1.2, respectively. *B. rapa* is one of the progenitors of allotetraploid *B. napus*, and therefore both *B. rapa* and *B. napus* contain A genomes in the genus *Brassica* [8].

### 2.3. CpFatB4 and CpFatB5 Were Differentially Expressed during Seed Development

Read numbers of *CpFatB4* or *CpFatB5* transcripts were compared among the samples to determine the expression levels and patterns. *CpFatB4* expression in *CpFatB4* transgenic plant was about 3 and 150 times higher than *CpFatB5* expression in the *CpFatB5* transgenic plant at 25 and 45 DAF, respectively, although these samples had comparable numbers of raw and clean reads (Figure 2a). The higher transcript levels and/or a continuous increase in the transgene expression detected in *CpFatB4* plants might be related to the more dramatic differences in FA composition, especially that for 16:0 FA, between *CpFatB4* transgenic plants and *CpFatB5* plants (Table 1 and Figure 2a).

### 2.4. CpFatB4 Expression under the Napin Promoter Affected Napin Promoter Activity

Different expression patterns were observed between *CpFatB4* and *CpFatB5* transcripts produced under the control of the same promoter. Among others, continuous increase in *CpFatB4* expression at 45 DAF was noticeable in *CpFatB4* transgenic plants, whereas *CpFatB5* expression at the same stage was lower than that of 25 DAF in *CpFatB5* transgenic plants (Figure 2a). Therefore, we examined whether this discrepancy was caused by the altered FA composition associated with *CpFatB4* transgene expression (Table 1) or simply by a position effect related to the genomic location of the transgene. We predicted that the transcriptional activity of endogenous *Napin* genes would also change in a manner similar to that of *CpFatB4* if the higher expression of *CpFatB4* transcripts at 45 DAF was caused by the altered lipid metabolism. The promoter sequence used in our experiment (NCBI accession: EU723261) corresponds to the sequence on chromosome C01 (13,718,611–13,719,745). Although no gene model was proposed in the reference genome [8], the downstream region of the proposed *Napin* promoter was transcriptionally active in our RNA samples and displayed almost perfect sequence identity with many reported *Napin* EST clones (NCBI accession: XM_013832756, FG578999, etc.). This finding confirmed that the promoter sequence used in our experiments directed the expression of *Napin* transcripts.

Many *Napin* genes showed altered expression patterns in the later stages of *CpFatB4* transgenic plants similar to those of *CpFatB4*. 

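The Napin genes of the text and the supplementary tables were 8 genes. Relative to Youngsan at 45 DAF, each of them was higher in CpFatB4, with a median log2 fold change of 4.15 and values from 3.35 to 5.68. The lowest of the 8 values was that of BnaC01g43250D (95% interval 3.33 to 3.36), and the highest was that of BnaC08g12450D (5.24 to 6.13). At 25 DAF the median log2 fold change between these lines was 0.58. The alternative that moved the median at 45 DAF most was scaling by the total count of a library, which gave 3.66. Together the 8 genes took 5.51% of the counts of 43 (Wilson 95% interval 5.50% to 5.52%) and 0.666% of those of C3 (0.663% to 0.668%). Across 21920 genes outside the lipid and storage lists, which are not independent replicates, the log2 fold change of C3_43 had a Spearman correlation of -0.64 with that of 52_53, which shares no library with it.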

*Napin* genes encode storage proteins that belong to the 2S albumin family and are the second most abundant protein (20% of total protein) in *B. napus* seeds, following cruciferin (60%) [27]. 

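BnaC01g43250D had 179 normalized counts in C1, 237761 in C2 and 92884 in C3. At 25 DAF the normalized counts of BnaC01g19320D were 229767 in C2, 245160 in 42 and 155712 in 52, and those of BnaA01g17200D were 174965, 183622 and 125713. At 45 DAF BnaC01g19320D had 81288 normalized counts in C3 and 34056 in 53, and BnaA01g17200D had 58948 in C3 and 24366 in 53. From 8 to 25 DAF the median log2 fold change of the 8 Napin genes, with folds of up to 4 of them lower bounds, was 10.69 in Youngsan, 11.66 in CpFatB4 and 9.27 in CpFatB5. At 8 DAF they took 0.00153% of the counts in C1, 0.000861% in 41 and 0.00151% in 51.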

*Napin* gene expression was high at stages 2 and 3, such as that of *BnaC01g43250D*, *BnaC01g19320D*, and *BnaA01g17200D* (Supplementary Table S2). In *CpFatB4* transgenic plants, expression level for all *Napin* genes—including *BnaA01g17200D*—was even higher at stage 3 than at stage 2 (Figure 2b). 

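From 25 to 45 DAF all 8 Napin genes were higher at the later stage in CpFatB4, with log2 fold changes from 0.79 to 3.07 and a median of 1.86. BnaA01g17200D had 665244 normalized counts in 43, BnaC01g43250D had 944030 and BnaC01g19320D had 883783. Over the same interval none of the 8 was higher at 45 DAF in Youngsan, where the median log2 fold change was -1.43, or in CpFatB5, where it was -2.19. With size factors taken only from genes with a mean of at least 1000 counts the medians were 2.17 in CpFatB4, -1.18 in Youngsan and -1.51 in CpFatB5. Total count scaling instead lowered the reported median of each line, most in CpFatB4, and left the signs unchanged.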

The nucleotide sequence of *BnaA01g17200D* was almost identical to that of the unannotated *Napin* gene on chromosome C01 described above, but originated from another progenitor of *B. napus*: *B. oleracea*. In addition to *Napin* genes, the mRNA expression levels for another type of storage protein genes, *Cruciferins*, such as *BnaA01g08350D* and *BnaC05g02160D*, were also higher in *CpFatB4* transgenic plants than in other plants when expression levels between 25 and 45 DAF were compared (Supplementary Table S2). 

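The Cruciferin genes were the 4 genes that the text or tables call Cruciferin. The paper places cruciferins in the cupin superfamily, and the RmlC-like cupin genes similar to AT5G44120 were not among the 4. Shares and medians of Cruciferin genes therefore cover these 4 genes only. From 25 to 45 DAF the median log2 fold change of the 4 genes was 3.04 in CpFatB4, 1.23 in Youngsan and 1.27 in CpFatB5. All 4 were higher at 45 DAF in CpFatB4 and Youngsan, and 2 of the 4 in CpFatB5. BnaA01g08350D went from 296814 to 2707171 normalized counts in CpFatB4, from 101949 to 387583 in Youngsan and from 28120 to 191612 in CpFatB5. BnaC05g02160D went from 129639 to 964449 in CpFatB4, from 79912 to 115528 in Youngsan and from 22873 to 19700 in CpFatB5. The 4 genes took 13.2% of the counts of 43, 2.52% of those of C3 and 1.09% of those of 53. Their median change in CpFatB4 was moved most by total count scaling, which gave 2.49.

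**Figure D1:**
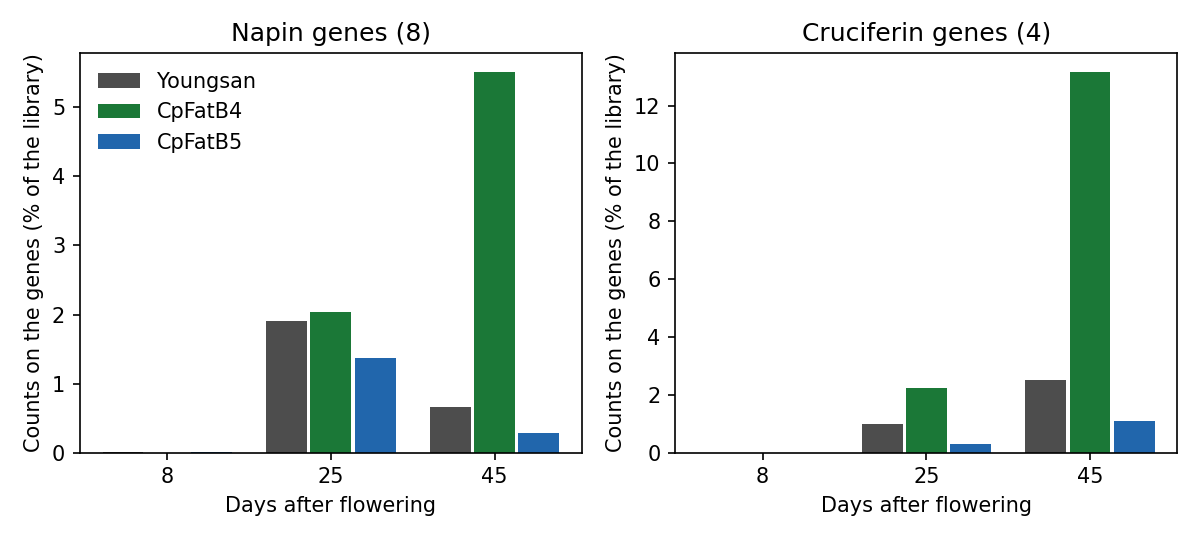
Share of the counts of each library, in percent, on the 8 Napin genes and on the 4 Cruciferin genes, by days after flowering. Each bar is 1 library of Youngsan, CpFatB4 or CpFatB5, and the highest bars of both panels belong to CpFatB4 at 45 DAF.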

The promoter behaviors of *Napin* and some other genes at 45 DAF might have changed in *CpFatB4* transgenic plants due to the FA content change.

### 2.5. CpFatB4 Expression Resulted in an Increase in the Overall FatB/FatA Ratio, but a Clear Decrease in Endogenous FatB/FatA Ratio

*CpFatB4* expression under the *Napin* promoter resulted in relatively small changes in the total expression levels of endogenous *FatA* or *FatB* genes. Expression levels of *B. napus* thioesterases were monitored to determine whether heterologous overexpression of a *C. paucipetala* acyl-ACP thioesterase affected the expression of endogenous genes with similar functions. In the *B. napus* genome, six *FatA* and six *FatB* genes were annotated based on their sequence similarity to functionally characterized *Arabidopsis* genes and synteny [8]: *BnaA03g37700D*, *BnaC03g74210D*, *BnaA07g05070D*, *BnaCnng00070D*, *BnaA04g07120D*, and *BnaCnng41490D* as *FatA* and *BnaA06g04900D*, *BnaC05g06160D*, *BnaA08g26890D*, *BnaC08g13600D*, *BnaAnng26510D*, and *BnaC08g43130D* as *FatB*. In addition to these 12 genes, we found that *BnaC06g08830D* and *BnaA10g09300D* also showed sequence similarity to *Arabidopsis FatA* (*At3g25110*) and *FatB* (*At1g08510*), respectively. Among these, *FatA BnaCnng41490D* and *FatB BnaA08g26890D* have previously been functionally characterized [17,28]. 

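Raw counts were summed over the 7 FatA and the 7 FatB genes named above. The FatA sum, as the mean of the 2 columns, was 2156.5 in C1, 4211 in C2 and 665.5 in C3. In CpFatB4 it was 2167.5, 3640 and 1012, and in CpFatB5 1897, 3851.5 and 238. The FatB sum was 12492, 7632.5 and 3906 in Youngsan, 12409.5, 7618.5 and 2443.5 in CpFatB4, and 11069.5, 8048 and 1575 in CpFatB5. Relative to C3 the raw FatA sum was 1.52 times as high in 43 and 0.358 times as high in 53. Relative to C3 the raw FatB sum was 0.626 times as high in 43 and 0.403 times as high in 53. After median-of-ratios scaling the FatA ratios were 2.25 and 0.620 and the FatB ratios 0.927 and 0.699. Per library total they were 1.61 and 0.643 for FatA and 0.661 and 0.725 for FatB. At 8 and 25 DAF the ratios to Youngsan after median-of-ratios scaling lay between 0.889 and 1.10.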

The expression levels for the *FatA*s and *FatB*s as a whole were generally similar at all three developmental stages between the three lines, although a slight increase of endogenous *FatA* expression in *CpFatB4* and a small decrease of endogenous *FatB* expression in *CpFatB4* and *CpFatB5* lines were observed at 45 DAF (Figure 2c,d).

We found that the overall *FatB*/*FatA* ratio was higher in *CpFatB4* transgenic plants than in *Youngsan* at 45 DAF owing to *CpFatB4* expression (Figure 2e). Previously, it was proposed that the ratio of *FatB*/*FatA* determines the degree of FA saturation, and higher expression level of *FatB* than *FatA* leads to a greater production of saturated FAs [20]. When only endogenous gene expression was considered, however, a much lower *FatB*/*FatA* ratio was observed at 45 DAF in the *CpFatB4* line compared to control and *CpFatB5* lines, owing to a small increase in *FatA*s and a small decrease in *FatB*s (Figure 2f). This observation indicated that *CpFatB4* transgenic plants contained higher saturated FA content owing to the overexpression of *CpFatB4*, especially at 45 DAF. In contrast to *CpFatB4* transgenic plants, no clear overall and endogenous *FatB*/*FatA* ratio changes were observed in *CpFatB5* transgenic plants (Figure 2e,f).

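At 45 DAF the ratio of the FatB sum to the FatA sum was 2.41 in CpFatB4 (95% interval 2.24 to 2.60) and 5.87 in Youngsan (5.40 to 6.37). The ratio is taken within a library, so the scaling of the libraries does not enter it. Without BnaC06g08830D and BnaA10g09300D the ratio in CpFatB4 was 2.10. At 25 DAF the ratio was 2.09 in CpFatB4 (2.01 to 2.18) and 1.81 in Youngsan (1.75 to 1.88).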

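In CpFatB5 the endogenous ratio was 6.62 at 45 DAF (95% interval 5.77 to 7.58), an interval that overlaps that of Youngsan. At 8 DAF the ratio was 5.84 in CpFatB5 (5.56 to 6.13) and 5.79 in Youngsan (5.54 to 6.07). At 25 DAF it was 2.09 in CpFatB5 (2.01 to 2.17) and 1.81 in Youngsan (1.75 to 1.88), intervals that do not overlap. The overall ratio, which also includes the transgene, was not analysed here.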

### 2.6. Depending on Developmental Stages or Genotypes, the Expressed Genes Showed Overlapping yet Distinct Expression Patterns

When the expressed genes were compared between different stages or genotypes, large numbers of genes were commonly expressed in all conditions considered. 

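A gene was counted as expressed in a library when at least 1 read was counted in either column. The number of expressed genes per library was between 76094 in 43 and 82033 in 52. In Youngsan, 88120 genes were expressed at 1 or more stages, and 82.3% of them at all 3. With a mean deposited count of at least 10 required, 53484 genes were expressed at all 3 stages.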

For example, 72,486 genes out of a total 101,040 genes in *B. napus* were commonly expressed in all three developmental stages of *Youngsan* (Figure 3a). Similar levels of overlaps—71,441 and 70,655 genes, respectively—were also observed in *CpFatB4* and *CpFatB5* transgenic lines (Figure 3b,c). 

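Recounted from the deposited values, 71441 genes were shared by the stages of CpFatB4, which is 82.0% of the 87113 genes expressed at any stage, and 70655 genes by those of CpFatB5, which is 80.1%.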

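At 8 DAF 88.9% of the genes expressed in any line were expressed in all 3 lines, and at 25 DAF 88.5%. At 45 DAF 84016 genes were expressed in any line and 83.6% of them in all 3.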

Among the three lines with different genotypes, over seventy-thousand overlapping genes (76,487, 76,538, and 70,274, respectively) were identified at 8, 25, and 45 DAF (Figure 3d–f). 

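Genes detected in a single line at 45 DAF had few reads. Their mean raw count had a median of 1.75 in C3, 2 in 43 and 1.5 in 53, and a maximum of 54, 34 and 14. These counts include the 1 that was taken as added to every deposited value. A mean of at least 10 counts was reached by 25 of these genes in C3, 44 in 43 and 5 in 53. With a mean deposited count of at least 10 as the definition of expression, 784 genes were expressed only in 53.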

At 45 DAF, a higher degree of non-overlapping gene expressions between genotypes was identified, reflecting gene expression changes associated with different seed FA compositions in each line (Table 1 and Figure 3f): over two thousand genes (2726, 2010, and 2108, respectively) were exclusively detected in “C3”, “43”, and “53”.

Differentially expressed genes (DEGs) between growth stages or different genotypes reflected gene activity changes. The differential expression levels of the genes were determined by pairwise comparisons, as described in Figure 1b. 

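A gene was counted as a DEG when its log2 fold change was at least 1 or at most -1 and the mean normalized count of the libraries compared was at least 1000, or at least 200 for C2_42. The thresholds are the paper's, and its average expression level was taken as the mean of the 2 libraries, which is 1 reading of it. Under a minimum of 1000 on the higher of the 2 libraries, chosen after seeing the values, the DEG totals lay within 2 genes of the paper's in all 12 comparisons. The paper's binomial test was not applied because the libraries have no replicates. Values under 3 counts were set to 3, so that a fold against such a value is a lower bound. The number of genes over the minimum was between 5260 in C1_41 and 6899 in C2_C3, and 25831 in C2_42.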

The numbers of DEGs are summarized in Table 2 and the DEGs are listed in Supplementary Table S2. 

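Log2 fold changes could be set against the paper's for 1501 genes of Supplementary Table S2. The median absolute difference was at most 0.00268 in each of the 12 comparisons. Between 0 and 18 of the 1501 genes per comparison differed by more than 0.1.

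**Figure D2:**
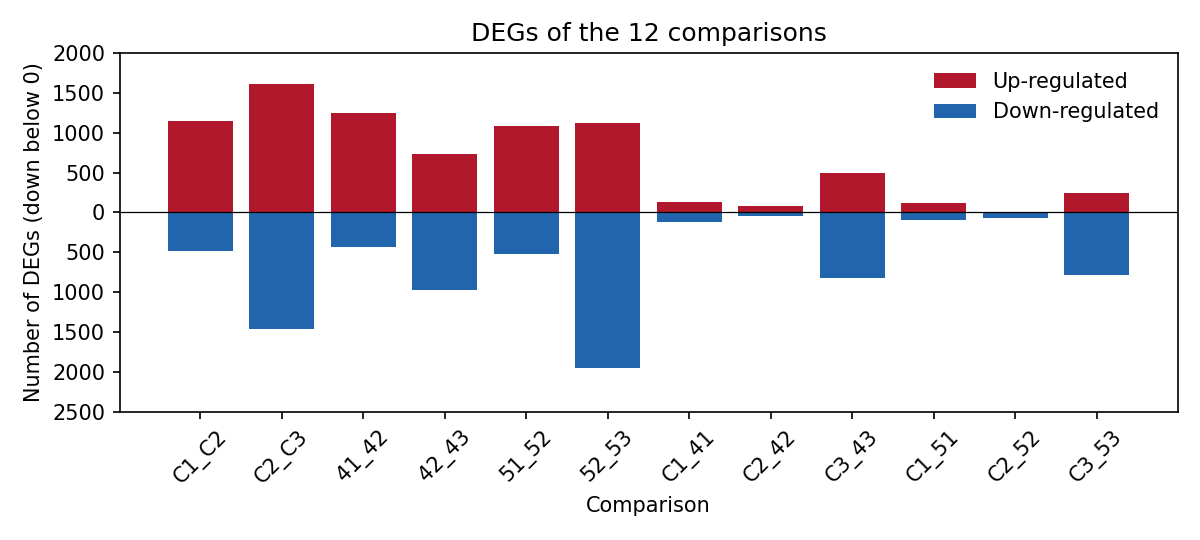
Number of DEGs with higher (up) and lower (down) expression in the second library of each of the 12 comparisons. Each bar counts genes over the minimum expression whose log2 fold change was at least 1 or at most -1.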

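From 25 to 45 DAF the number of DEGs was 1705 in CpFatB4, 3073 in Youngsan and 3076 in CpFatB5. These were 27.1%, 44.5% and 51.7% of the genes over the minimum expression. The choice that moved the numbers most was the minimum. At a minimum of 200 normalized counts the numbers were 5630, 10674 and 11756, and at 10 they were 17377, 27999 and 32329. Total count scaling gave 2538, 2838 and 3276, which narrowed the gap between CpFatB4 and the other lines. Size factors from genes with a mean of at least 1000 counts kept the gap, with 1422, 2993 and 3268. Shared by all 3 lines were 455 genes that rose and 731 that fell.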

The stage-comparisons among *Youngsan* (C1_C2 and C2_ C3), *CpFatB4* (41_42 and 42_43), and *CpFatB5* (51_52 and 52_53) lines revealed that there were significantly lower total DEG numbers in 42_43 (2,445 genes) than in C2_C3 (4,642 genes) or 52_53 (4,813 genes). In contrast, C1_C2 (2550 genes), 41_42 (2486 genes), and 51_52 (2575 genes) had similar numbers of total DEGs. 

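From 8 to 25 DAF there were 1641 DEGs in Youngsan, 1682 in CpFatB4 and 1609 in CpFatB5, which were 27.4%, 28.6% and 27.7% of the genes over the minimum. Of these, 766 rose and 257 fell in all 3 lines.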

While the number of up-regulated genes was 15% more than that of down-regulated genes in C2_C3, the number of down-regulated genes was 38% and 75% more than that of up-regulated genes in 42_43 and 52_53, respectively. These results indicated that the heterologous expression of *CpFatB4* or *CpFatB5* genes had transcriptome-wide effects on gene expression at later stages, and the effect was also obvious in *CpFatB5* plants with relatively minor FA changes (Table 1). 

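In C2_C3 1617 genes rose and 1456 fell, which is 1.11 risen genes per fallen gene. In 42_43 731 genes rose and 974 fell, and in 52_53 1123 rose and 1953 fell, which is 1.33 and 1.74 fallen genes per risen gene. The median log2 fold change of the genes over the minimum was 0.03 in C2_C3, -0.29 in 42_43 and -0.43 in 52_53. The direction of these splits changed with the scaling. With size factors from genes with a mean of at least 1000 counts, 911 genes rose and 511 fell in 42_43, and 2145 rose and 1123 fell in 52_53.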

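Between CpFatB4 and Youngsan at 45 DAF the SD of the log2 fold change over genes past the minimum was 0.899, and between CpFatB5 and Youngsan it was 1.07. At 8 DAF the same SD was 0.491 and 0.488. At 25 DAF it was 0.221 in C2_42 over 25831 genes past the minimum of 200. In C2_52 it was 0.300 over 6380 genes past the minimum of 1000, so the 2 values do not cover like genes.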

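At 8 DAF CpFatB4 differed from Youngsan in 250 genes, of which 129 were higher and 121 lower, and CpFatB5 in 205 genes, of which 115 were higher and 90 lower. At 25 DAF there were 121 DEGs in C2_42 with 82 higher and 39 lower, and 76 in C2_52 with 5 higher and 71 lower. As a share of the genes over the minimum these were 4.75%, 3.83%, 0.468% and 1.19%. With the minimum of 1000 in place of 200, an alternative added after the values were seen, C2_42 had 39 DEGs. Both lines shared 74 risen and 69 fallen genes at 8 DAF. The Youngsan library C1 enters both comparisons, so a deviation of C1 alone could also give shared genes.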

DEG analyses between different lines at the same developmental stage (e.g., C1_41, C2_42, C3_43, C1_51, C2_52, and C3_53) revealed much lower numbers of DEGs in C1_41 (366 genes), C1_51 (289 genes), C2_42 (45 genes), and C2_52 (112 genes) than between-stage comparisons for a given genotype. These results indicated that gene activity changes between control and transgenic plants were more obvious at later developmental stages.

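At 45 DAF 489 genes were higher and 816 lower in CpFatB4 than in Youngsan, and 245 were higher and 782 lower in CpFatB5. Of the genes over the minimum, 20.2% were DEGs in C3_43 and 16.8% in C3_53. Scaling with size factors from genes with a mean of at least 1000 counts gave 336 higher and 112 lower genes in C3_53, and total count scaling gave 218 higher and 1712 lower genes in C3_43. With the minimum set on the mean of all 9 libraries, 676 genes were higher and 466 lower in C3_43. Both lines shared 98 risen and 121 fallen genes, and 79 genes rose in CpFatB4 and fell in CpFatB5. The Youngsan library C3 enters both comparisons and could by itself give shared genes. Among genes past the minimum expression, the largest rises in C3_43 were those of the Napin genes BnaC08g12450D and BnaA08g14120D and of BnaA06g29670D, the last with a log2 fold change of 4.76. The largest falls among them were those of BnaC09g45170D (-4.83), BnaA07g26590D (-4.54) and BnaC06g26610D (-4.30). In C3_53 the largest rises past the minimum were those of BnaCnng12730D and BnaC01g27100D, which had identical counts and a log2 fold change of 6.56, and of BnaCnng12720D (6.48). The largest falls past it were those of BnaC05g45930D (-2.80) and the Cruciferin genes BnaA10g02240D (-2.56) and BnaC05g02160D (-2.55). From the lower numbers of DEGs between lines at 8 and 25 DAF than between stages of a genotype, the paper concludes that the activity of genes differed more between control and transgenic plants late in development.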

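Lipid metabolism genes were the 1716 genes in the part of Supplementary Table S4 in hand. Counts of lipid DEGs can be lower than the paper's for that reason alone. Lipid metabolism genes made up 9.82% of the up-regulated DEGs in C3_43 and 1.63% of those in C3_53. In the stage comparisons their share of the up-regulated DEGs was between 3.40% in C2_C3 and 8.85% in C1_C2, and in C2_42 it was 4.88%.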

The ratio of lipid metabolism DEGs to total DEGs was highest (12.3%) in up-regulated genes in the C3_43 comparison (Table 2). Especially, almost half of all lipid metabolism DEGs in genotype comparisons were up-regulated in C3_43 (83 out of 175 genes). 

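Over the 6 line comparisons 97 lipid metabolism DEGs were counted, and 48 of them were up-regulated in C3_43. The minimum expression moved this result most, and at 200 normalized counts C3_43 had 181 lipid metabolism DEGs in both directions.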

Even when both up- and down-regulated DEGs were taken together, lipid metabolism genes showed the most significant differences in C3_43 (105 out of 175 genes). However, no DEG for lipid-related genes was observed in C2_42, suggesting that lipid metabolism was very similar between the *Youngsan* and *CpFatB4* lines at 25 DAF. 

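C3_43 had 54 lipid metabolism DEGs, 48 up and 6 down, and C3_53 had 24, 4 up and 20 down. As a share of all DEGs, lipid metabolism genes were 4.14% in C3_43. With each Arabidopsis ortholog counted once, the numbers were 20 and 13.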

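At the minimum of 200 normalized counts used for C2_42, 4 lipid metabolism genes were higher in CpFatB4 and 0 were lower. In C2_52 5 lipid metabolism genes were lower, in C1_41 4 and in C1_51 6.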

The complete list of lipid metabolism genes in *B. napus* and their expression changes are summarized in Supplementary Table S4.

### 2.7. Among the Top 20 DEGs, Similarities Were Found in DEGs by Developmental Stages, but No Common Gene Was Identified in DEGs by Genotypes

The top 20 genes showing the strongest differential expression in each comparison are listed and annotated based on their sequence similarities to *Arabidopsis* genes in Supplementary Table S5. 

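Ranked by the size of the log2 fold change among genes over the minimum, the 20 strongest genes of a stage comparison shared 12 to 18 genes with the paper's lists. The log2 fold changes of these top genes were between 8.88 in size in 42_43 and 14.85 in 52_53. Some of the top genes, from 2 in 42_43 to 7 in 51_52, had under 3 counts in 1 of the libraries compared, and their folds are lower bounds. In the line comparisons the shared number was 16 in C3_43, 16 in C1_51, 14 in C3_53, 9 in C1_41, 2 in C2_52 and 1 in C2_42. The minimum expression moved the lists most. At 200 normalized counts the genes that remained in a list were between 0 of 20, in C1_41, and 20 of 20, with 7 in C3_43.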

Some common DEGs were identified in all three lines despite their genotypic differences from stage comparisons in each line. These DEGs included genes for (1) the RmlC-like cupin superfamily proteins and laccase/diphenol oxidase family proteins in a comparison between 8 and 25 DAF and (2) late embryogenesis abundant protein (LEA) protein M10 and mannose-binding lectin superfamily proteins between 25 and 45 DAF. 

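Between 8 and 25 DAF 6 genes were among the 20 strongest in all 3 lines, and between 25 and 45 DAF 10. The 3 RmlC-like cupin genes similar to AT4G36700 had a median log2 fold change of at least 13.28 in Youngsan, 12.88 in CpFatB4 and 11.16 in CpFatB5. The 2 laccase genes, under 3 counts at 8 DAF in each line, had medians of at least 11.83, 11.81 and 11.67. The 5 genes of LEA protein M10 rose from 25 to 45 DAF by medians of at least 13.40 in Youngsan, 10.96 in CpFatB4 and at least 13.43 in CpFatB5. The 4 genes of mannose-binding lectin rose by medians of at least 13.46, 9.26 and at least 13.10.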

Some top-20 DEGs in a given genotype were found among the top 20 DEGs in only two genotypes or were exclusively present in one line, but most of them were still detected as DEGs in other genotypes but below the top 20. 

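Between 8 and 25 DAF the 2 genes of 3-ketoacyl-CoA synthase 18, BnaA08g11130D and BnaC03g65980D, rose by median log2 fold changes of 12.30 in Youngsan, at least 12.21 in CpFatB4 and 11.06 in CpFatB5. The 4 Cruciferin genes rose by 11.89, 13.79 and 8.26. The 2 genes of the LEA-domain-containing protein rose from 25 to 45 DAF by at least 13.80 in Youngsan, 7.95 in CpFatB4 and at least 12.28 in CpFatB5. The 2 cupin family genes similar to AT3G22640 rose by 12.99, 8.08 and 14.72. Each gene among the 20 strongest of a line was also a DEG over the same interval in the other lines, apart from 1 gene of 41_42 in 51_52.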

For example, *3-ketoacyl-CoA synthase 18* and *Cruciferin* were found among DEGs in C1_C2 and 41_42 comparisons, and genes for LEA-domain-containing protein and cupin family protein were identified as DEGs in the C2_C3 and 52_53 comparisons.

In contrast, no common gene was identified among the top 20 DEGs when the *CpFatB4* or *CpFatB5* lines were compared with *Youngsan* at each stage (Supplementary Table S6). 

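Between the recomputed lists of the 20 strongest genes, C1_41 and C1_51 shared 7 genes, C3_43 and C3_53 shared 2, and C2_42 and C2_52 shared 0. C1_51 and C2_52 shared 10, which changed in opposite directions. All 20 genes listed for C1_51 were higher in CpFatB5 than in Youngsan, and all 20 listed for C2_52 were lower. Opposite directions at 25 DAF, with 1 line up and the other down, were found for 7 DEGs.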

Nonetheless, *cold, circadian rhythm, and RNA binding 2* was identified as one of the top 20 DEGs comparing *CpFatB4* and *Youngsan* at 8 DAF (C1_41) and was also identified as a DEG ranked below 20 in the C1_51 comparison. 

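The 3 genes similar to CCR2 were BnaUnng05060D, BnaA04g12350D and BnaAnng35580D, and their log2 fold changes in C1_41 were 3.13, 3.08 and 3.03. Of these, 2 passed the minimum expression. In C1_51 the median was 1.80 and none of the 3 passed the minimum, with a mean of 213 normalized counts per gene in C1 and 724 in 51. At 25 DAF the medians were 0.37 in CpFatB4 and 0.70 in CpFatB5. The Youngsan library C1 is shared by both comparisons at 8 DAF.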

The C2_42 comparison at 25 DAF showed that genes for RmlC-like cupin superfamily proteins, galactose oxidase/kelch repeat superfamily protein, and cruciferin 3 were up-regulated, while genes for photosystem II reaction center protein A were down-regulated among the top 20 DEGs. 

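In C2_42 the 5 RmlC-like cupin genes similar to AT5G44120 had a median log2 fold change of 1.60 and values from 1.58 to 1.77. The kelch repeat gene BnaA07g35640D had 2.61. The Cruciferin 3 genes BnaA01g08350D and BnaC01g09900D had 1.54 and 1.53. The 2 genes of photosystem II reaction center protein A had -1.77 and -1.65.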

In the C2_52 comparison, up-regulation of *photosystem I*, *PsaA/PsaB protein*, *photosystem II reaction center protein C*, and *ribulose-bisphosphate carboxylases* was detected. 

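In C2_52 the 8 genes of PsaA/PsaB protein had log2 fold changes from -3.48 to -3.16, with a median of -3.47. The 4 genes of photosystem II reaction center protein C had -2.92, and the 9 genes of ribulose-bisphosphate carboxylase had a median of -2.84. None of these genes passed the minimum expression in this comparison. In Supplementary Table S6 the paper's values for these genes also carry a negative sign.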

At 45 DAF, the top 20 DEGs in C3_43 contained the genes for seed storage albumin 3,2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein, GDSL-like lipase/acyl-hydrolase superfamily protein, and photosystem II reaction center protein A as up-regulated genes, and those for P-loop-containing nucleoside triphosphate hydrolases superfamily protein and zincin-like metalloproteases family protein as down-regulated genes.

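In C3_43 the 5 seed storage albumin 3 genes had a median log2 fold change of 4.37, and all 5 were among the 20 strongest genes. The 2OG oxygenase genes BnaC05g41990D and BnaA05g27810D had 4.97 and 4.96. The 2 GDSL-like lipase genes had a median of 4.04, and the 2 genes of photosystem II reaction center protein A had a median of 3.92. The P-loop gene BnaC04g47140D went from 1040 to 34.8 normalized counts, a log2 fold change of -4.90, and its mean lay under the minimum of 1000. The 4 zincin-like metalloprotease genes had values from -4.54 to -3.87. In C3_53 the seed storage albumin 3 genes had a median of -1.93.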

### 2.8. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genome (KEGG) Analyses of DEGs Showed Gene Enrichment in Some Categories, Such as “Fatty Acid Biosynthetic Process” and “Glycolysis”, in CpFatB4 at 45 DAF

Among the 87,513 annotated genes in this study, 51,026 genes were assigned with GO IDs (Supplementary Table S2). DEGs in each genotype by growth stage were classified into 54 GO terms: 29, 11, and 14 GO IDs in biological process (BP), cellular component (CC), and molecular function (MF), respectively (Supplementary Table S7). In the C3_43 comparison, many up-regulated DEGs were found in the response to abiotic stimulus, response to chemical, biosynthetic process, primary metabolic process, intracellular part, cell periphery, ion binding, transferase activity, and hydrolase activity categories. When 676 up-regulated DEGs in C3_43 (Table 2) were analyzed for enrichment, glycolysis (*p*-value: 8.71 × 10^−37^, false discovery rate (FDR): 2.85 × 10^−34^), oxidation-reduction process (*p*-value: 5.76 × 10^−34^, FDR: 9.4 × 10^−32^), fatty acid biosynthetic process (*p*-value: 3.71 × 10^−23^, FDR: 4.04 × 10^−21^), and fatty acid metabolic process (*p*-value: 6.30 × 10^−7^, FDR: 1.36 × 10^−5^) were found to be the most enriched in the GO BP category (Supplementary Table S8). In addition, enrichment of nutrient reservoir activity, catalytic activity, magnesium ion binding, thylakoid, photosystem, and photosystem I in MF and CC GO categories were observed. For 1171 down-regulated DEGs in the C3_43 comparison, nucleic acid binding, nucleotide binding, RNA processing, and small-subunit processome GO categories were enriched. When GO term enrichment was examined for up-regulated DEGs between C3 and 53 samples, it was found that glycolysis and fatty acid biosynthetic process as well as nutrient reservoir activity categories were enriched only in *CpFatB4*, but not in C3_53. Nutrient reservoir activity and fatty acid metabolic process—two enriched GO categories with up-regulated DEGs in C3_43—were found among the down-regulated DEGs in C3_53 (Supplementary Table S8). Owing to the small numbers of DEGs detected in the C2_42 comparison, no over-representation was found in this comparison. Distinct GO enrichment patterns were observed between developmental stages in three genotypes (Figure 4). 

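DEGs were counted for the 54 gene ontology terms whose genes are listed in the supplementary tables in hand, and a gene could enter under several terms. The genes listed for a term are DEGs that the paper found between stages in these same data, and not all genes of the term. The counts therefore cannot test the paper's ranking of the lines. Youngsan had, from 25 to 45 DAF, the most up-regulated DEGs in 40 of the terms, CpFatB5 in 7 and CpFatB4 in 0. CpFatB5 had the most down-regulated DEGs in 44 terms, Youngsan in 7 and CpFatB4 in 0. These counts are given at the reported scaling only. With size factors from genes with a mean of at least 1000 counts, all up-regulated DEGs numbered 2145 in CpFatB5 and 1888 in Youngsan. That order is the reverse of the reported one (1123 and 1617), which total count scaling and TMM scaling kept. The ranking of the lines may therefore depend on the scaling. No enrichment was tested.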

When expression at 25 and 45 DAF were compared, DEG numbers for up-regulated genes were generally larger in *Youngsan* than in other genotypes, whereas those for down-regulated genes were usually larger in *CpFatB5*. 

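From 8 to 25 DAF CpFatB4 had the most up-regulated DEGs in 22 of the gene ontology terms, CpFatB5 in 11 and Youngsan in 8. These counts too cover only genes that the paper lists as DEGs between stages. Summed over the terms, the up-regulated entries were 681 in CpFatB4, 640 in Youngsan and 585 in CpFatB5. From 25 to 45 DAF CpFatB4 had 481 up-regulated entries, against 874 in Youngsan and 676 in CpFatB5.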

Up-regulated DEG numbers between 8 and 25 DAF were slightly larger in *CpFatB4* plants than in other genotypes, but smaller numbers of DEGs were detected among up- or down-regulated DEGs between 25 and 45 DAF (Figure 4). The distinct patterns observed in GO categories for *CpFatB4* DEGs might be related to a clear difference in saturated FA content in *CpFatB4* seeds.

In our study, 15,626 *B. napus* genes were annotated with KO identifiers [29]. These genes are located in 369 pathways, based on the KEGG pathway database (Supplementary Table S9). The influence on gene expression by either transgene was identified using Reconstruct Pathway. Among others, comparisons between *Youngsan* and transgenic plants at 45 DAF, C3_43, and C3_53 showed that more dynamic cellular adjustments occurred in the *CpFatB4* transgenic line at this stage (Supplementary Table S9). In the fatty acid metabolism pathway among global and overview maps category, there were nine up-regulated DEGs in C3_43, but none in C3_53. More specifically, fatty acid biosynthesis, fatty acid elongation, fatty acid degradation, steroid biosynthesis, and biosynthesis of unsaturated fatty acids pathways in the lipid metabolism category were represented by up-regulated DEGs in C3_43, whereas no DEGs were detected in C1_41, C2_42, C1_51, C2_52, and C3_53. In C3_43, several up-regulated DEGs were found in the carbohydrate metabolism and biosynthesis of other secondary metabolites as well as folding, sorting, and degradation pathways, but usually none in C3_53. In the replication and repair pathway in the genetic information processing category, down-regulated DEGs were also specifically identified in C3_43, with respect to C3_53.

### 2.9. Lipid Metabolism DEGs with the Strongest Expression Changes Were Different between CpFatB4 and CpFatB5

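The 182 entries of Supplementary Table S10 were all found in the deposited table, and none had a log2 fold change of opposite sign. The gene had under 3 counts in 1 of the libraries for 20 entries, where the recomputed fold is a lower bound. Ranked over the minimum expression, the 20 strongest lipid metabolism DEGs shared 10 to 16 genes with the paper's lists in the stage comparisons, 11 in C3_43 and 7 in C3_53.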

Among *B. napus* lipid metabolism DEGs, the top 20 DEGs showing the highest levels of differential expression (up or down) were identified in each between-stage or between-line comparison (Supplementary Table S10). *B. napus* lipid metabolism genes were previously reported based on sequence similarity and synteny with *Arabidopsis* lipid-related genes listed in the ARALIP database [8]. The numbers of lipid-related DEGs in each comparison are shown in Table 2. In all comparisons between 8 and 25 DAF, C1_C2, 41_42, and 51_52, *ketoacyl-CoA synthase*, *glucose-methanol-choline oxidoreductase family protein*, *oil-body oleosin*, *homologs of maize transcription factor Viviparous-1*, and *SAD* were included among the top 20 up-regulated lipid metabolism DEGs (Supplementary Table S10). 

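Between 8 and 25 DAF the 2 glucose-methanol-choline oxidoreductase genes had median log2 fold changes of at least 12.14 in Youngsan, 11.29 in CpFatB4 and 11.10 in CpFatB5. The 12 oleosin genes had medians of at least 10.84, 10.94 and at least 9.53. The Viviparous-1 homolog BnaA03g37510D had under 3 counts at 8 DAF in each line and rose by at least 8.91, 8.84 and 8.57 on the log2 scale. The SAD genes BnaA05g33500D and BnaC05g48250D, similar to AT3G02630, rose by at least 9.57 and 9.49 in Youngsan.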

In comparisons between 25 and 45 DAF, C2_C3, 42_43, and 52_53, steroleosin and *acyl-hydrolase* (*patatin-like*) were the common top 20 up-regulated DEGs. 

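The 6 steroleosin genes rose from 25 to 45 DAF by median log2 fold changes of 8.75 in Youngsan, 5.74 in CpFatB4 and 11.65 in CpFatB5. The 2 patatin-like acyl-hydrolase genes rose by 5.23 and 5.22 in Youngsan, by 5.09 and 5.10 in CpFatB4 and by a median of 7.86 in CpFatB5.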

*Alcohol-forming fatty acyl-CoA reductase* and *lipid transfer protein* were in the common top 20 down-regulated DEGs. 

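The fatty acyl-CoA reductase genes BnaA01g03200D and BnaC01g04460D had log2 fold changes of -6.55 and -6.50 in C2_C3, -5.74 and -5.78 in 42_43 and -7.70 and -7.48 in 52_53. The 5 lipid transfer protein genes had medians of -4.91, -5.31 and -6.28.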

Most of the other lipid metabolism DEGs included as the top 20 in only one or two comparisons were found in the DEG lists, but below top 20. Such DEGs included *caleosin* in C1_C2 and 41_42, *long-chain acyl-CoA synthetase* in C2_C3 and 52_53, and *phospholipase C* in 51_52 as up-regulated, whereas *SAD* in C2_C3 and 52_53 and *ketoacyl-CoA thiolase* in C2_C3 as down-regulated.

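The 3 caleosin genes rose by median log2 fold changes of 9.08 in C1_C2 and at least 10.40 in 41_42. The 2 long-chain acyl-CoA synthetase genes rose by 7.43 in C2_C3, 7.46 in 52_53 and 4.80 in 42_43. The phospholipase C gene rose by 5.55 in 51_52, 6.42 in C1_C2 and 5.72 in 41_42. The 2 ketoacyl-CoA thiolase genes had medians of -5.13 in C2_C3, -3.49 in 42_43 and -6.85 in 52_53.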

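At 45 DAF the genes of the carboxyltransferase beta subunit BnaA10g13960D, BnaC05g37990D and BnaC09g27620D had a log2 fold change of 2.77 in CpFatB4, where their mean expression lay under the minimum, and of 4.10 in CpFatB5. The ketoacyl-CoA synthase genes BnaA08g11130D and BnaC03g65980D had a median of 2.54 in CpFatB4 and of -1.56 in CpFatB5. At 8 DAF the 6 myo-inositol-3-phosphate synthase genes had a median of -1.02 in CpFatB4, with 4 DEGs, and of -1.31 in CpFatB5, with 6 DEGs.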

When compared to *Youngsan* control, *CpFatB4* and *CpFatB5* lines showed a few common lipid metabolism DEGs, such as the up-regulated *carboxyltransferase beta subunit of heteromeric acetyl CoA carboxylase* (*ACCase*) and *ketoacyl-CoA synthase* at 45 DAF and down-regulated *myo-inositol-3-phosphate synthase* at 8 DAF (Supplementary Table S10). 

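In C3_43 the 6 linoleate desaturase genes similar to AT2G29980 had log2 fold changes from 2.48 to 2.79, and 5 of them were DEGs. The 2 HXXXD-type acyl-transferase genes had a median of 2.52. The 2 SAD genes similar to AT2G43710 had a median of 2.47, and the SAD genes BnaA10g18080D and BnaC09g41580D had 2.38 and 2.30. The phosphatidylinositol-4-kinase gamma gene BnaC05g49350D had -2.25, and the 2 TAG lipase genes, under the minimum expression, had a median of -2.95.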

In C3_43, *triacylglycerol* (*TAG*) *lipase*, *linoleate desaturase*, *HXXXD-type acyl-transferase family protein*, *SAD*, and *phosphatidylinositol-4-kinase gamma*, along with the common DEGs mentioned above, were the top 20 lipid-related DEGs. While up-regulated in C3_43, *pyruvate dehydrogenase alpha subunit* and *ketoacyl-CoA synthase* were found in the top 20 down-regulated DEGs in C3_53, consistent with distinct lipid metabolisms induced by *CpFatB4* or *CpFatB5* transgene (Supplementary Tables S4 and S10).

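The pyruvate dehydrogenase alpha gene BnaC08g46110D had a log2 fold change of 1.90 in C3_43 and of -1.39 in C3_53. The 2 ketoacyl-CoA synthase genes over the minimum were DEGs in both comparisons. Whether the changes of the lines differ from each other was not tested, since each is 1 library against 1.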

### 2.10. Plastidial FA Synthesis Pathway Was Activated by CpFatB4 Overexpression, but TAG Synthesis Was Not Strongly Affected

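The plastidial FA synthesis section of Supplementary Table S4 held 120 genes, of which 116 were detected in C3 or 43. Relative to Youngsan at 45 DAF, 110 of them were higher in CpFatB4 and 79 at least 2-fold higher. The median log2 fold change was 1.27, with quartiles of 0.89 and 1.76, above all of 10000 random lists of genes matched on mean expression, whose median was -0.12. The alternative that moved the median most was total count scaling, under which it was 0.78. Genes over the minimum expression accounted for 14 of the 120 as up-regulated DEGs and 0 as down-regulated.

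**Figure D3:**
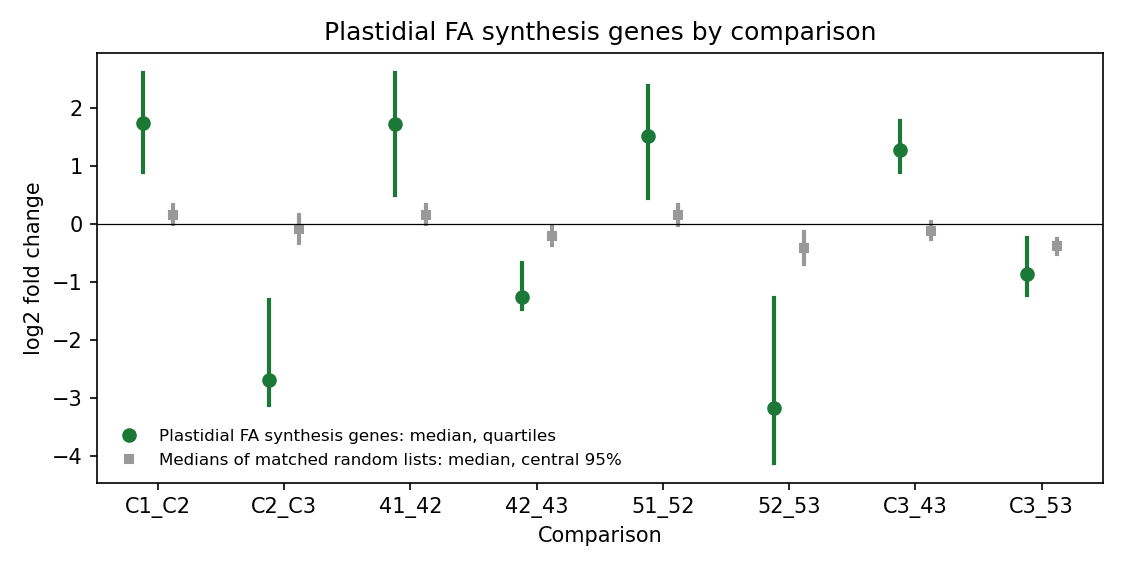
Median log2 fold change of the plastidial FA synthesis genes in 6 stage comparisons and in C3_43 and C3_53, with their quartiles, beside the median and central 95% of the medians of 10000 random gene lists matched on mean expression. The median lies above the random lists in the comparisons between 8 and 25 DAF and in C3_43, and below them in the others.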

Many plastidial FA synthesis genes were up-regulated in the C3_43 comparison when all the lipid-related DEGs were examined (Supplementary Table S4). Figure 5 describes the plastidial FA synthesis pathway, and log2-fold changes in gene expressions are shown in the heat map for all corresponding lipid-related genes detected in our RNA-Seq analyses. 

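The pathway drawing of plastidial FA synthesis labels 18 genes, and 17 of them were higher in 43 than in C3. Their median log2 fold change was 1.57. The exception was the FatB gene BnaA06g04900D with -0.17. The largest values were those of BCCP (3.00), beta-CT (2.77), SAD (2.43), the FatA gene BnaA04g07120D (2.11) and ER (2.02). The genes of BC and DHLAT had 1.52 and 1.60, and those of KASIII, MCMT and LPD had 1.16, 1.18 and 1.00.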

Except for *FatB*, all genes in Figure 4 were more strongly expressed in *CpFatB4* than in *Youngsan* (as indicated in the lower-left corner of the heat map for each gene). In contrast, the genes involved in the TAG synthesis pathway were not noticeably up- or down-regulated in C3_43 (Figure 6), indicating that the TAG synthesis pathway was not considerably disturbed by the overexpression of *CpFatB4*. 

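The TAG biosynthesis section of Supplementary Table S4 held 244 genes, of which 212 were detected in C3_43. Their median log2 fold change was 0.16, against -0.08 for the random lists, and all of the 10000 random medians were lower. Of the 244 genes 36 were at least 2-fold higher and 9 at least 2-fold lower. Under total count scaling, which shifted the median of all genes by -0.49, it was -0.33. Of the 11 genes labelled in the drawing of the TAG pathway 7 were higher in 43, with values from -0.97 for PLD to 2.77 for FAD3 and a median of 0.10.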

Genes involved in the same biochemical step showed similar expression patterns in log2-fold changes. However, complex expression patterns were observed for *KAR* (*ketoacyl-ACP reductase*), *LPAAT*, and other enzymes (Figure 5 and Figure 6). 

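For KAR the labelled gene BnaA09g28100D had a log2 fold change of 1.22 in C3_43, and the 6 other KAR genes named in the drawing had values from -0.16 for BnaC08g26120D to 1.82 for BnaA09g10000D. Only BnaC08g26120D of these passed the minimum expression. For LPAAT the labelled gene BnaC08g28660D had 0.22, and 2 others had 0.02 and -0.02.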

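In C3_43 the SAD gene BnaC03g24420D went up by 2.43 on the log2 scale, FAD2 BnaC05g40970D by 0.86 and FAD3 BnaC04g40760D by 2.77. In C3_53 the same genes had log2 fold changes of -0.95, -0.46 and -1.97. The 41 genes of the section on FA elongation, desaturation and export had a median of 1.22 in C3_43 and -1.07 in C3_53.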

The genes for FA unsaturation, such as *SAD* in Figure 5 and *FAD2* and *FAD3* in Figure 6, were up-regulated in C3_43. This change might be induced to compensate for the reduction of unsaturated FAs in *CpFatB4*.

Among lipid metabolism DEGs, up-regulated genes were notable in *CpFatB4* when compared to *Youngsan* control, whereas many down-regulated genes were observed in *CpFatB5*. 

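For CpFatB5 at 45 DAF the median log2 fold change of the plastidial FA synthesis genes was -0.87, with quartiles of -1.23 and -0.24, below all of the random lists, whose median was -0.38. Of 114 detected genes 18 were higher, and 46 were at least 2-fold lower. Size factors from genes with a mean of at least 1000 counts moved this median most, to -0.39. For the TAG biosynthesis genes the median was -0.35, at percentile 20.9 of the random lists, and it became 0.12 under those size factors, which shifted the median of all genes by 0.47.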

In C3_43, *β-Ketoacyl-acyl carrier protein synthase* (*KAS*) *I*, *KAS II*, *SAD*, *FAD5-like desaturase*, *oleate desaturase*, and *linoleate desaturase* were identified as up-regulated lipid-related DEGs (Figure 5 and Supplementary Table S4). 

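In C3_43 all 6 KAS I genes over the minimum expression were up-regulated DEGs, with log2 fold changes from 1.72 to 1.81, and all 4 KAS II genes, with values from 1.78 to 1.84. Of the SAD genes 4 of 7 were DEGs, of the oleate desaturase genes 1 of 2, and of the linoleate desaturase genes 5 of 5, with values up to 2.50, 1.11 and 2.79. The 3 FAD5-like genes over the minimum had values from -0.34 to 0.04. Several of these genes share an Arabidopsis ortholog, and with the counts of each ortholog summed the median over 33 orthologs of the plastidial set was 1.42.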

Some down-regulated DEGs in C3_53 included *SADs*, *phospholipid:diacylglycerol acyltransferase* (*PDAT*), *acyl-CoA:diacylglycerol acyltransferase* (*DGAT*), *acyl-CoA oxidase*, and *ketoacyl-CoA synthase* (Figure 5 and Figure 6, Supplementary Table S4). 

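In C3_53 4 of 5 SAD genes over the minimum were down-regulated DEGs, with log2 fold changes from -1.34 to -0.97. The same held for 1 of 2 PDAT genes (-1.06 and -0.96), 2 of 5 DGAT genes (from -1.27 to -0.27) and 2 of 10 acyl-CoA oxidase genes (from -1.05 to -0.39). Both ketoacyl-CoA synthase genes over the minimum were down-regulated, with -1.57 and -1.56. In C3_43 2 acyl-CoA oxidase genes were also down-regulated, the lower with -1.70.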

The only up-regulated lipid-related DEG in the C3_53 was the plastid-encoded *carboxyltransferase beta subunit of heteromeric ACCase*. 

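All 4 up-regulated lipid metabolism DEGs of C3_53 were genes of the beta subunit. They had identical counts in every column. The share of counts on plastid-like genes in 53 was 7.03%, and the beta subunit genes together had 880 normalized counts in C3, 6023 in 43 and 15094 in 53.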

Other genes encoding nuclear-encoded ACCase subunits such as *carboxyltransferase alpha subunit*, *biotin carboxylase*, and *biotin carboxyl carrier protein* were found to be down-regulated in C3_53 (Figure 5 and Supplementary Table S4).

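In C3_53 the log2 fold change was -1.37 for the carboxyltransferase alpha subunit gene of the pathway drawing, -1.45 for the biotin carboxylase gene and -1.47 for the BCCP gene. None of the genes of these subunits passed the minimum expression in this comparison. Over the 9 libraries the log2 count of the beta subunit and the mean log2 count of 16 nuclear subunit genes had a Pearson r of -0.489 (exact permutation p = 0.184, adjusted p = 0.211 over 4 relations) and a Spearman rho of -0.367 (p = 0.336 from the same test). Without 53 and 43, the libraries farthest from the median, r was -0.291. These correlations do not separate the stages.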

### 2.11. RNA-Seq Results Were Validated by RT-qPCR

After normalizing C_T_ values from the RT-qPCR results relative to those of *β-Actin*, RT-qPCR results were compared with the modified RNA-Seq results in which read numbers for each gene were divided by those of *β-Actin*. We found that there were high levels of correlation between RNA-Seq and qPCR results for *CpFatB4* and *CpFatB5* expression in developing pods of corresponding transgenic plants, showing R-squared values of 0.9905 and 0.9999, respectively (Figure 7 and Figure 8). Similar to RNA-Seq results in Figure 2A, the *CpFatB4* expression level continuously increased throughout the seed development, while *CpFatB5* expression did not (Figure 7). We also observed comparable trends between RNA-Seq and RT-qPCR, when *β-Actin* normalized values of *B. napus FatA, FatB, Napin, KASII*, and *SAD* genes from the control line were used for relative quantification of those in *CpFatB4* and *CpFatB5* transgenic lines by RT-qPCR (Figure 5 and Figure 8). Among others, a good correlation of *Napin* expression changes in *CpFatB4* transgenic plant was evident (Figure 8E). Based on these observations, we concluded that expression levels by RT-qPCR support the RNA-Seq results well.

## 3. Discussion

The distinct biochemical preferences of *CpFatB4* and *CpFatB5* for palmitic acid and medium-chain FA biosynthesis were characterized using transgenic *B. napus*. *CpFatB4* has 95% identity with *ChFatB1* in *C. hookeriana*, which shows similar FA profiles when overexpressed in *B. napus*, particularly a more than 4-fold increase in 16:0 FA (Table 1) [18]. These results indicate that *CpFatB4* also preferably functions as 16:0-ACP thioesterase similar to *ChFatB1*. *CpFatB5* showed 96% sequence identity with *CvFatB1* in *C. viscosissima* [30]. *CvFatB1* mainly produces 8:0 (51 mol %) and 10:0 (25 mol %) FAs, based on FA profiles in *Escherichia coli* expressing CvFatB1. In this study using transgenic *B. napus*, *CpFatB5* expression also produced medium-chain FAs: 10:0 and 12:0 (Table 1). Taken together, we demonstrated that *CpFatB4* and *CpFatB5* function as thioesterases with different biochemical properties using the transgenic approach: the former is mainly involved in the production of 16:0 FA, whereas the latter produces shorter 10:0 and 12:0 FAs. The FA profiles in Table 1 show that the amount of each FA in *CpFatB5* was generally intermediate among the three genotypes compared, except for 10:0 and 12:0. *CpFatB4* had the highest values for saturated FAs (14:0, 16:0, 18:0, and 20:0) and the lowest values for most unsaturated FAs (18:1, 18:2, 18:3, and 20:1). One-hundred seed weight in *CpFatB4* transgenic plants showed about 10% increase to 250.1 mg from 227.4 mg of *Youngsan*, but *CpFatB5* showed approximately 5% decrease (Table 1). Further studies for the mechanism by which *CpFatB4* overexpression results in seed weight increase are needed.

### 3.1. Whole-Pod Transcriptomes in Transgenic B. napus Showed Similar Developmental Gene Expression Changes to Those of the Control

We analyzed the overall gene expression changes during seed development by selecting three time points (8, 25, and 45 DAF). Each growth stage could be characterized by the functions of the outstanding DEGs. The function of each DEG was predicted based on the sequence similarity to other plant genes using ThaleMine [25]. 

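From 8 to 25 DAF the 5 RmlC-like cupin genes similar to AT5G44120 rose by median log2 fold changes of 11.49 in Youngsan, at least 14.27 in CpFatB4 and 7.89 in CpFatB5. The 5 seed storage albumin 3 genes rose by at least 10.63, 11.78 and 8.89. The 3 genes of the 2S albumin superfamily rose by at least 11.66, 11.64 and 11.36. At 8 DAF the Cruciferin genes took between 0.000197% of the counts in 41 and 0.00125% in 51.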

The strong up-regulation of many seed storage protein genes showed that seed storage protein started accumulating between 8 and 25 DAF: genes encoding RmlC-like cupin superfamily protein genes and seed storage albumin superfamily protein genes including *Napin* were identified among up-regulated DEGs. 

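The 4 genes of stress induced protein rose from 25 to 45 DAF by median log2 fold changes of at least 12.34 in Youngsan, 7.98 in CpFatB4 and 13.17 in CpFatB5. At 45 DAF their median difference from Youngsan was -2.83 in CpFatB4, and that of the 5 genes of LEA protein M10 was -1.46.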

Compared to 25 DAF, the up-regulation of desiccation tolerance and maturation-related genes such as *LEA protein M10* or *stress-induced protein genes* indicated that these processes became evident at 45 DAF. DEGs identified by between-stage comparisons for each genotype showed that many DEGs were commonly found regardless of genotypes (Table S5). Although only a small number of the top 20 DEGs showing the strongest gene expression changes overlapped between three genotypes, most of the top 20 DEGs in a given genotype were still found among DEGs in the other genotypes when all DEGs were considered.

The expression patterns for FA biosynthesis genes were similar between seeds and entire pods of rapeseeds. In Brassicaceae plants, the pod wall is photosynthetically active and plays an important role in regulating seed growth and maturation [21,31,32]. Several previous studies have analyzed the *B. napus* transcriptome during seed development from 5 to 56 DAF, including one report using entire pods: (1) using seeds at 12–20, 21–25, 26–30, and 31–35 DAF [9]; (2) using seeds at 25 days after pollination (DAP) [12]; (3) using developing embryos at 17, 35, and 52 days after pollination [33]; (4) using pods at 5–7, 15–17, and 25–27 DAF [11]; and (5) using seeds at 2, 4, 6, and 8 weeks after pollination (WAP) [13]. Transcriptome analysis by Wan et al. reported the up-regulation of most of the genes involved in the FA biosynthesis pathway during 2 to 4 WAP [13], whereas Xu et al. showed only one up-regulated FA biosynthesis DEG across three stages [11]. Wan et al. suspected that this discrepancy might be related to different plant materials used in two studies: seeds or whole pods [13]. However, our analyses using whole pods showed that most genes involved in FA biosynthesis were up-regulated between 8 and 25 DAF, which was comparable to the results using seeds [13]. 

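From 8 to 25 DAF the median log2 fold change of the plastidial FA synthesis genes was 1.73 in Youngsan, 1.71 in CpFatB4 and 1.51 in CpFatB5. From 25 to 45 DAF it was -2.70, -1.26 and -3.18. With size factors from genes with a mean of at least 1000 counts the first 3 medians were 1.32, 1.33 and 1.24.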

In our results, all representative FA biosynthesis genes showed “up-and-down” expression patterns during seed development in all genotypes; these are indicated by red colors (up-regulation) for comparisons between 8 and 25 DAF and blue colors (down-regulation) for comparisons between 25 and 45 DAF in Figure 5. 

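Of the 18 genes labelled in the pathway drawing, 16 rose from 8 to 25 DAF and fell from 25 to 45 DAF in Youngsan, 16 in CpFatB4 and 16 in CpFatB5. From 25 to 45 DAF 17 were lower at the later stage in each line, and the plastid-encoded beta-CT was higher. The medians of the 18 genes were 2.26 and -2.90 in Youngsan, 2.00 and -1.24 in CpFatB4, and 1.85 and -3.65 in CpFatB5.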

Similar to our observation, bell-shaped temporal expressions for FA biosynthesis genes were reported during 2, 4, 6, and 8 WAP or 17, 35, and 52 DAP periods for developing embryos [13,33]. In the former, the highest expression was usually observed at 4 WAP. Note that the real expression levels of FA biosynthesis genes in the developing seeds changed more dramatically than those in our results using whole pods.

### 3.2. The Transcriptome Analyses Provided Comprehensive Gene Expression Changes Caused by 16:0 or 10:0/12:0 FA Accumulation in Seeds of B. napus

Lipid-related DEG changes occurred mostly at 45 DAF in transgenic lines. Lipids among the three genotypes used in our analysis were very similar at 8 and 25 DAF. Very small numbers of lipid-related DEGs (10, 6, and 6 genes) were identified in C1_41, C1_51, and C2_52 comparisons, respectively, and there was no DEG involved in lipid metabolism in C2_42 (Table 2 and Supplementary Table S4). 

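Of the 97 lipid metabolism DEGs of the line comparisons, 56 were up-regulated. Under TMM scaling C3_53 had 37 lipid metabolism DEGs, and under total count scaling 14.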

Lipid-related DEGs in C3_43 were mostly up-regulated, whereas those in C3_53 were down-regulated. The only up-regulated DEG in C3_53 was the chloroplast-encoded gene *carboxyltransferase beta subunit of heteromeric ACCase*. 

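The SAD genes over the minimum expression had log2 fold changes from 0.85 to 2.50 in C3_43. The gene of KASI in the pathway drawing had 1.79 and -1.25 in C3_43 and C3_53, and that of KASII had 1.84 and -1.71. The genes of alpha-PDH, beta-PDH and HAD were 1.90, 1.55 and 1.55 in C3_43.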

In the C3_43 comparison, most of the plastidial FA synthesis-related genes including *KAS I*, *KAS II*, and desaturation genes (*stearoyl-ACP desaturase*, *FAD5-like desaturase*, *oleate desaturase*, and *linoleate desaturase*) were up-regulated (Figure 5). These gene expression changes in *CpFatB4* might be caused by the increase in palmitic acid and/or decrease in 18:1 oleic acid, and reflect gene expression reprogramming to compensate for altered fatty acid contents (Table 1).

A clear increase in overall *FatB*/*FatA* (*FatB* + *CpFatB*/*FatA*) ratio was observed at 45 DAF in the *CpFatB4* transgenic line (Figure 2E). A higher ratio of *FatA*/*FatB* is important to the degree of FA saturation, and leads to a greater production of unsaturated FAs [20]. In *B. napus*, *FatA* expression levels in seeds were higher than those of *FatB* [9,12], whereas *FatB* expression was higher than that of *FatA* in the leaves [12]. In our study using the whole pod, endogenous *FatB* expression levels were higher than *FatA* expressions, possibly due to the inclusion of pod walls in the sample (Figure 2F).

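In whole pods the FatB sum exceeded the FatA sum in all 9 libraries. The ratio was 5.73 in 41 and 2.09 in 52, and the lowest ratio was that of C2. Seeds and pod walls were not separated in these libraries.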

In *CpFatB4* transgenic plants, the expression of many storage protein genes including *Napin* was up-regulated, especially at 45 DAF. 

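The share of counts on Cruciferin genes at 25 DAF was 1.00% in Youngsan, 2.25% in CpFatB4 and 0.306% in CpFatB5. Relative to Youngsan at 45 DAF the 4 genes had a median log2 fold change of 2.94 in CpFatB4 and of -1.78 in CpFatB5. The Napin genes took 2.04% of the counts in 42 and 1.91% in C2.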

Prompted by the altered behavior of the *Napin* promoter used for the transgene expression of *CpFatB4* (Figure 2B, and Supplementary Table S2), we investigated further and found that the expressions of many *B. napus* endogenous storage protein genes showed a continuous increase at 45 DAF in *CpFatB4*, whereas their expression levels decreased in control and *CpFatB5* transgenic plants. These storage protein genes in *B. napus* encode both cruciferins and napins, which are major storage proteins and belonging to cupin and albumin superfamilies, respectively [27]. 

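In 53 the Napin genes took 0.282% of the counts, and in 52 1.37%. The median log2 fold change of the 8 genes between CpFatB5 and Youngsan was -0.65 at 25 DAF and -1.34 at 45 DAF. The 4 Cruciferin genes had log2 fold changes from 0.53 to 1.93 in C2_C3 and from -0.22 to 2.77 in 52_53.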

Given that *CpFatB5*, which was also expressed under the control of the same *Napin* promoter in *CpFatB5* transgenic plants, showed a rather decreased expression of storage protein genes compared to *Youngsan* control, we speculate that the increase in storage protein gene expression in *CpFatB4* was caused by increased 16:0 FA content and/or decreased 18:1 (Table 1 and Supplementary Table S2).

With a significant increase in 16:0, the FA profile of *CpFatB4* seeds is a step closer to that of palm oil. When combined with further genetic modifications (most importantly those reducing the amount of 18:1), *CpFatB4* overexpression in *B. napus* would provide one useful route to substitute palm oil in the non-tropical region. The silencing of *SAD*s, combined with the overexpression of a native *FatB*, resulted in an increase of 16:0 up to 31% [17], compared to about 23% in *CpFatB4* transgenic plants (Table 1). 

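At 25 DAF 11 of the 13 SAD genes had at least 1000 normalized counts in each of C2, 42 and 52. BnaC04g03030D had 6668 normalized counts in C2, 6066 in 42 and 4448 in 52, and BnaA05g03490D had 6082, 5535 and 4099. Among the others the highest were BnaC03g24420D with 7689, 6964 and 5284, BnaA03g20420D with 7664, 6991 and 5274, and BnaA03g28050D with 6055, 5786 and 4707. The 11 other genes took 76.3% of the SAD counts in C2, 76.4% in 42 and 78.7% in 52. How reads that match several genes were counted is not known. Reads of BnaC04g03030D and BnaA05g03490D could also be counted on similar genes, such as BnaC03g24420D and BnaA03g20420D with the same Arabidopsis ortholog. The share of the other genes may therefore be too high.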

According to our gene expression profiles, other *B. napus SAD*s, in addition to previously identified *BnaA05g03490D* and *BnaC04g03030D*, were also actively transcribed in developing *B. napus* pods at 25 DAF, and these other *SAD*s provide putative additional targets for genetic modification to further increase 16:0 FA [34,35].

Altered seed FA contents in *B. napus* are associated with changes in enzyme activities involved in FA metabolism. The accumulation of the physiological concentration of oleic acid (18:1) in developing seed extracts inhibited ACCase activity [36], and the increase of laurate in seed triacylglycerols by lauryl (12:0)-ACP thioesterase was found to be the result of a coordinated induction of the fatty acid synthesis pathway [37]. Although transcript levels of ACCase subunits do not always correspond to the ACCase enzyme activity (suggesting post-translational regulation [38,39]), the identification of DEGs between *B. napus* seeds with high and low oleic acid contents indicated that *B. napus* genes involved in FA metabolism are modulated by seed FA contents [40]. Although the detection of FA metabolism DEGs was unsuccessful in transgenic *Arabidopsis* seeds which overexpressed *C. lanceolata FatB3* and accumulated significant amounts of 10:0 medium-chain fatty acids, it might result from the fact that less than 200 genes were investigated in the microarray experiment [41]. Our results based on *B. napus* whole-genome information and unbiased RNA-Seq approach report comprehensive gene expression changes caused by distinct seed FA contents in *CpFatB4* or *CpFatB5* transgenic plants. Similar approaches will facilitate the identification of target genes for further modification to establish transgenic plants with desired FA contents.

### 3.3. DEGs Detected in CpFatB5 Suggest the Modulation of Organellar Gene Expression Responding to Medium-Chain FA Accumulation

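Genes that the supplementary tables in hand pair with an Arabidopsis plastid or mitochondrial gene were 32 plastid-like and 17 mitochondria-like genes. In C2_52 the plastid-like genes had a median log2 fold change of -2.92, and all 32 were lower. The mitochondria-like genes had a median of -1.57. In C3_53 the medians were 4.29 and 6.20, and 10 of the 20 strongest genes were mitochondria-like and 6 plastid-like. Size factors from genes with a mean of at least 1000 counts moved the medians of C3_53 most, to 4.76 and 6.67. The genes were chosen from the paper's lists of changed genes.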

Many of the top 20 DEGs in the C2_52 comparison showed sequence similarity to *Arabidopsis* genes that are highly similar to *Arabidopsis* plastid-encoded genes, and most of the top 20 DEGs in C3_53 were similar to *Arabidopsis* mitochondria-encoded genes (Supplementary Table S6). Putative plastid-encoded or mitochondria-encoded DEGs were also detected in the *CpFat4* line, but to a lesser degree. 

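In C3_43 the plastid-like genes had a median log2 fold change of 2.56 and the mitochondria-like genes 2.86. At 8 DAF the medians were 1.52 and 1.59 in CpFatB4, and 2.66 and 2.82 in CpFatB5. At 25 DAF they were -1.03 and -0.86 in CpFatB4.

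**Figure D4:**
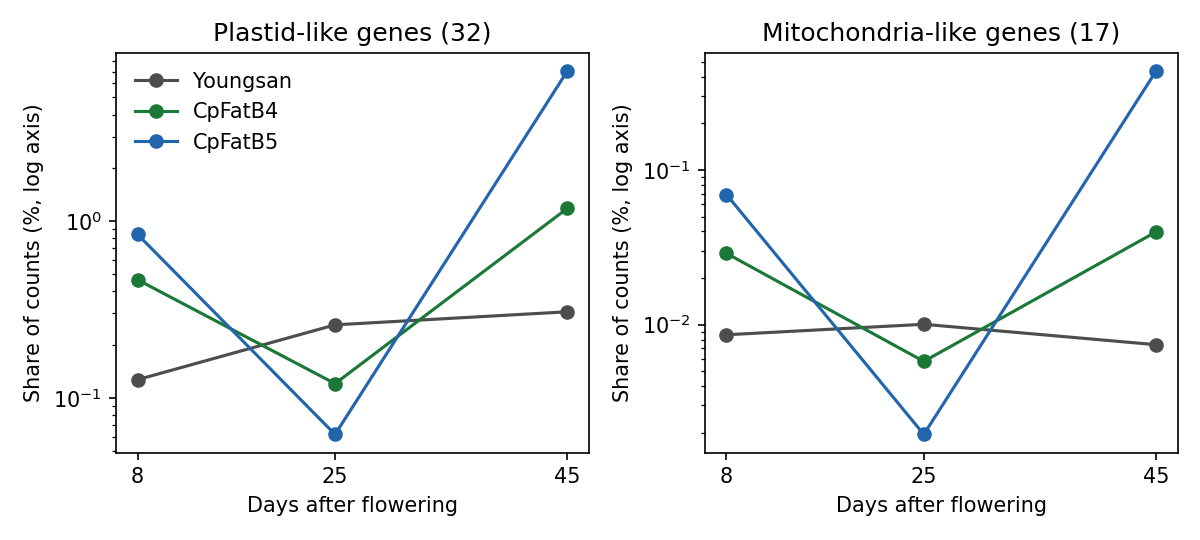
Share of the counts of each library, in percent on a log axis, on the 32 plastid-like and the 17 mitochondria-like genes, by days after flowering. Each point is 1 library, and the highest share of both groups is that of CpFatB5 at 45 DAF.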

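At 45 DAF all 32 plastid-like genes in hand were up-regulated DEGs in C3_53, and 11 of the 17 mitochondria-like genes. The plastid-like genes took 0.307% of the counts in C3 (Wilson 95% interval 0.305% to 0.308%). The mitochondria-like genes took 0.436% of the counts in 53 (0.433% to 0.439%) and 0.00741% in C3 (0.00713% to 0.00770%).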

When all DEGs at 45 DAF were considered, 180 and 31 *B. napus* DEGs, corresponding to 48 plastid-encoded and 21 mitochondria-encoded *Arabidopsis* genes, respectively, were identified in C3_53. 

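In C3_43 27 plastid-like and 2 mitochondria-like genes in hand were up-regulated DEGs. Their shares of the counts of 43 were 1.18% (Wilson 95% interval 1.17% to 1.18%) and 0.0398% (0.0391% to 0.0404%). At 8 DAF, 23 plastid-like genes were up-regulated DEGs in CpFatB5 and 14 in CpFatB4.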

Only 81 and 5 DEGs present in C3_43 were similar to *Arabidopsis* plastid-encoded and mitochondrial-encoded genes, respectively (Supplementary Table S2). The high proportions of putatively plastid- or mitochondria-encoded DEGs in C3_53 and C3_43 raises the possibility that the medium-chain FAs produced in the transgenic lines may function as signaling molecules to modulate the organellar gene expressions. Further studies on regulation mechanisms are required.

## 4. Materials and Methods

### 4.1. Plant Materials

Transgenic *B. napus* lines expressing *C. paucipetala* acyl-ACP thioesterase *CpFatB4* (NCBI accession: AGL08247) or *CpFatB5* (NCBI accession: AGL08248) under the control of the 1135 bp *B. napus Napin* promoter (NCBI accession: EU723261) were established using *B. nap*us “*Youngsan*”, as previously described [42]. *Youngsan* control plant and homozygous T4 transgenic plants were grown in greenhouse conditions located in the National Institute of Agricultural Sciences (Jeonju, Republic of Korea).

### 4.2. FA Analysis

Seed samples were heated at 90 °C for 90 min in 1 mL of 5% (*v*/*v*) H_2_SO_4_ in methanol and 0.3 mL of toluene with a known amount of 15:0 FAs as an internal standard. After the transmethylation, 1.5 mL of 0.9% NaCl solution was added, and FA methyl esters (FAMEs) were extracted with 1.5 mL of n-hexane three times. FAMEs were analyzed using gas chromatography with a 30 m × 0.25 mm (inner diameter) HP-FFAP column (Agilent, Pal Alto, CA, USA) with a GC-plus instrument (Shimadzu Corporation, Kyoto, Japan). The temperature program consisted of a 3 °C/min increase from 190 to 230 °C.

### 4.3. RNA Samples for RNA-Seq and Analysis of DEGs

Each flower bud was individually marked when it opened. Whole pods including developing seeds were harvested for RNA-Seq analyses at 8, 25, or 45 DAF. Nine RNA samples were prepared for the combination of three developmental stages (8, 25, or 45 DAF) and three genotypes (*Youngsan*, *CpFatB4*, or *CpFatB5* transgenic plants) (Figure 1a). Each sample was designated as follows: C1 (8 DAF), C2 (25 DAF), and C3 (45 DAF) for *Youngsan*; 41 (8 DAF), 42 (25 DAF), 43 (45 DAF) for *CpFatB4* transgenic plants; and 51 (8 DAF), 52 (25 DAF), and 53 (45 DAF) for *CpFatB5* transgenic plants. Each RNA sample for RNA-Seq was prepared by pooling equal amounts of three independently prepared total RNA to minimize the plant-by-plant variation in our analyses. Total RNA was isolated from one or two pods depending on the pod size using PureLink™ Plant RNA Reagent (Invitrogen, Carlsbad, CA, USA).

### 4.4. Illumina Sequencing, Data Processing, Reads Mapping, and Gene Annotation

cDNA libraries were constructed using an Illumina TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA, USA) as instructed by the manufacturer, after the quality of each RNA sample was examined using a Bioanalyzer (Agilent, San Jose, CA, USA). The cDNA libraries were sequenced using Illumina HiSeq2000 with the paired-end approach. Raw RNA-seq datasets were deposited in the NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE132071. Clean reads for DEG analysis were obtained from raw reads by trimming low-quality bases with Phred score (Q < 20) and removing the reads shorter than 25 bp using DynamicTrim and LengthSort in the SolexaQA package. Clean reads were mapped onto *B. napus* reference CDSs which were downloaded from Genoscope [8], using Bowtie2 (v2.1.0) software allowing up to 2 bp mismatches. The identified gene was annotated based on BLASTP results (e-value ≤ e^−10^) after CDS was translated into protein sequences.

### 4.5. DEG Analysis and Gene Annotation

The expression level of each gene was determined using read counts after the number of mapped reads for each gene was normalized using the DESeq package in R [43]. DEGs were selected based on the log2-fold change of gene expression (up-regulation for log2-fold change ≥ 1 and down-regulation for log2-fold change ≤ −1), and confirmed using the binomial test method with a false discovery rate (FDR) ≤ 0.05. Only the genes whose average expression levels were more than 1000 reads per gene were used to identify DEGs, except between samples C2 and 42, in which no DEGs were detected and a cutoff level of 200 reads per gene was used. C1_C2 indicates DEGs obtained from the comparison between C1 and C2 samples (Figure 1). Likewise, C2_C3, 41_42, 42_43, 51_52, and 52_53 are DEGs between different developmental stages, whereas C1_41, C1_51, C2_42, C2_52, C3_43, and C3_53 are DEGs between different genotypes at the same developmental stages. Annotation information was obtained from a custom BLASTP search against sequence information available at Phytozome and ARAPORT with the highest protein sequence similarity for each *B. napus* gene [25,26].

### 4.6. GO and KEGG Analysis

GO analysis was performed using the DEGs with normalized read number equal to or greater than 1000 that could be annotated with sequence information in ARAPORT and providing GO information. GO terms with five or more DEGs were identified for each comparison, among the molecular function, cellular component, and biological process categories. GO enrichment analyses for DEGs were performed using the Plant GeneSet Enrichment Analysis Toolkit, which supports analyses of *B. napus* [44]. *B. napus* genes were annotated using KEGG Orthology (KO) identifiers for KEGG analysis [29]. Up-regulated and down-regulated DEGs annotated with KO identifiers were mapped against the KEGG reference pathways using the Reconstruct Pathway in the KEGG mapper suite to identify the metabolic pathways affected by *CpFatB4* or *CpFatB5* overexpression. KEGG enrichment analyses for DEGs were also performed using the Plant GeneSet Enrichment Analysis Toolkit [44].

### 4.7. Real-Time Quantitative PCR

The first-strand cDNA synthesis reaction was performed using ReverTra Ace (Toyobo, Osaka, Japan) reverse transcriptase with oligo dT primer. RT-qPCR was performed on a CFX connect real-time PCR detection system (Bio-Rad, CA, USA) using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, CA, USA). The primer sequence information for *β-Actin*, *acyl-ACP thioesterase* (*FatA*), *palmitoyl-ACP thioesterase* (*FatB*), *Napin*,*β*-*ketoacyl-ACP synthase 2* (KASII), and *stearoyl-ACP desaturase* (*SAD*) genes were obtained from Hu et al. [45]. For *CpFatB4* detection, 5′-ATCCGCAAGGGTCTAACTCC-3′ and 5′-TCCACATTCCCGCCTGTATT-3′ were used. In the case of CpFatB5, 5′-ATATAGGCGGGAATGCGGAA-3′ and 5′-CAGTTCTGCCCTTCACGATG-3′ were used.

## 5. Conclusions

A deeper understanding of the regulation of lipid metabolism in developing seeds is essential for successful genetic engineering to improve oil yield or produce specialty oil in seeds. Using transgenic *B. napus*, we demonstrated that *CpFatB4* and *CpFatB5* originating from *C. paucipetala* had substrate preferences for palmitic and medium-chain acyl-ACP, respectively. Moreover, we uncovered gene expression changes responding to characteristic seed FA content changes in the transgenic plants. First, up-regulations of *KAS II* (elongation to 18:0 stearic acid) and desaturation genes (*stearoyl-ACP desaturase*, *oleate desaturase*, and *linoleate desaturase*) were observed in *CpFatB4* seeds with increased palmitic acid and decreased oleic acid contents. Second, continuous activations of storage protein genes such as *Napins* and *Cruciferins* were also observed in *CpFatB4* seeds. Third, altered expressions of many chloroplast-genome- and/or mitochondria-genome-originated genes were detected by *CpFatB5* overexpression in developing seeds. The gene expression changes in transgenic *B. napus* observed here may be induced to compensate the FA profile changes. Our findings will provide valuable information for further modifications towards acquiring desired oil compositions in *B. napus*.

## Figures and Tables

**Figure 1:**
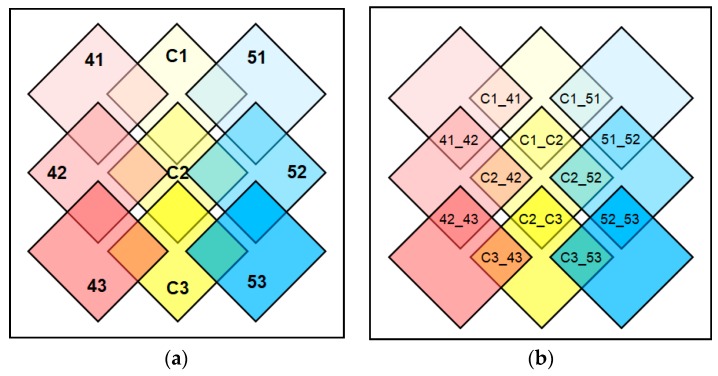
A diagram explaining how the RNA-Seq results were paired and compared to select differentially expressed genes (DEGs). (**a**) Large rectangles indicated by C1, C2, and C3 represent samples in 8 days after flowering (DAF), 25 DAF, and 45 DAF of *Youngsan* control plants, respectively. In the same manner, 41, 42, and 43 represent samples from 8 DAF, 25 DAF and 45 DAF of *CpFatB4*, while 51, 52, and 53 for *CpFatB5* transgenic plants in different stages in the order. (**b**) DEGs were identified in six pairs based on developmental stage and in another six pairs based on an overexpressed transgene, among nine samples in Figure 1a. The small rectangle made by the overlap of two neighboring large rectangles in Figure 1a shows DEGs between two samples, indicated by two large rectangles. For example, a small rectangle designated with 41_42 indicates DEGs detected by the log2-fold change between samples 41 and 42, and C1_41 indicates DEGs between samples C1 and 41.

**Figure 2:**
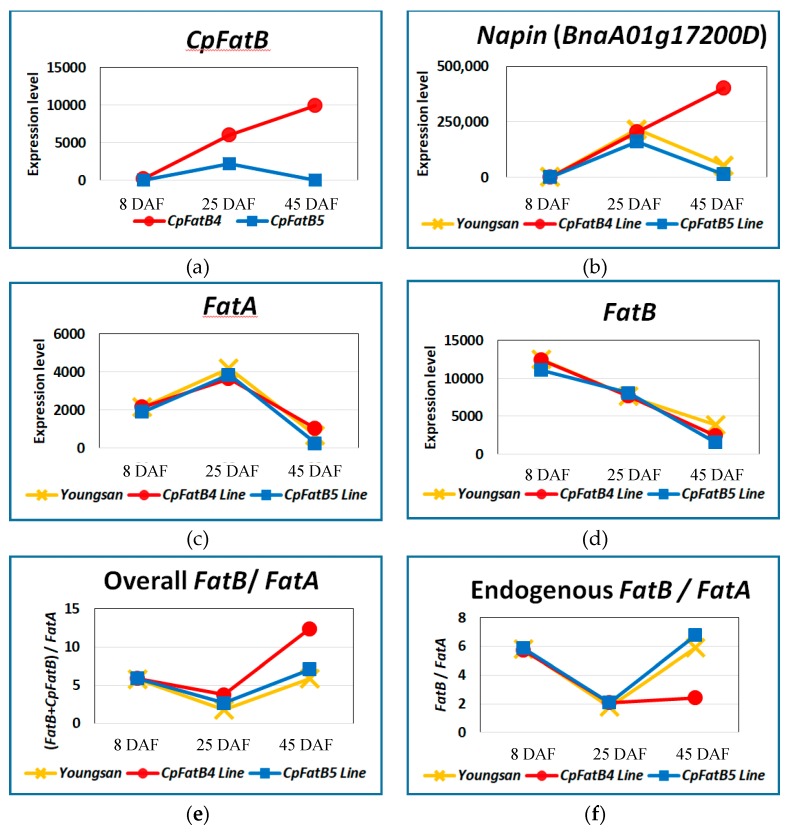
*Thioesterase* and *Napin* expression showed distinct patterns in *CpFatB4* and *CpFatB5* transgenic plants. (**a**) *CpFatB* expression in the corresponding transgenic plants. (**b**) Expression levels of *BnaA01g17200D*, a *Napin* gene, during pod development. (**c**) Sum of all endogenous *FatA* expression. (**d**) Sum of all endogenous *FatB* expression. (**e**) Ratio of overall expression levels of *FatA* and *FatB*, including transgenic *CpFatBs*. (**f**) Ratio of endogenous *FatB* and *FatA* expression in (**c**,**d**). Expression level was plotted using raw read numbers. *CpFatB*: read numbers of *CpFatB4* or *CpFatB5*; *CpFatB4* line: *CpFatB4* transgenic plant; *CpFatB5* line: *CpFatB5* transgenic plant; *FatA*: total read numbers of *FatA*; *FatB*: total read numbers of *FatB*; *Youngsan*: wild-type control.

**Figure 3:**
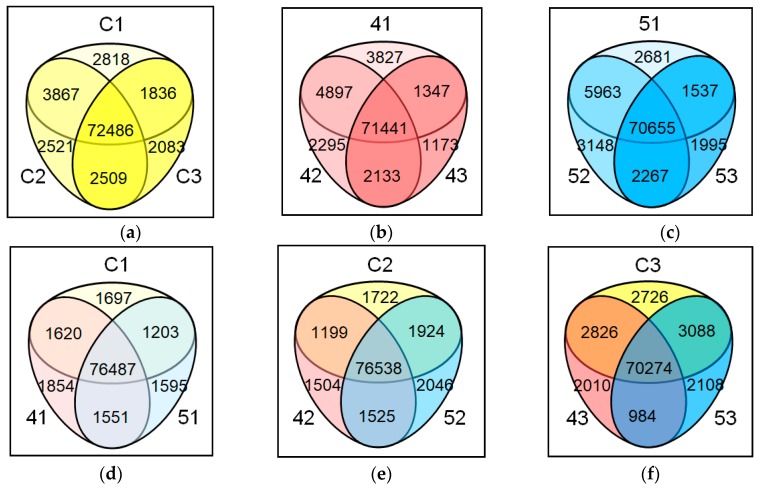
Venn diagrams for the expressed gene numbers showing overlapping yet distinct expression patterns depending on developmental stages or genotypes. (**a**) *Youngsan* at three different stages (8, 25, and 45 DAF): C1, C2, and C3. (**b**) *CpFatB4* transgenic line at three different stages: 41, 42, and 43. (**c**) *CpFatB5* transgenic line at three different stages: 51, 52, and 53. (**d**) *Youngsan*, *CpFatB4*, and *CpFatB5* at 8 DAF: C1, 41, and 51. (**e**) *Youngsan*, *CpFatB4*, and *CpFatB5* at 25 DAF: C2, 42, and 52. (**f**) *Youngsan*, *CpFatB4*, and *CpFatB5* at 45 DAF: C3, 43, and 53.

**Figure 4:**
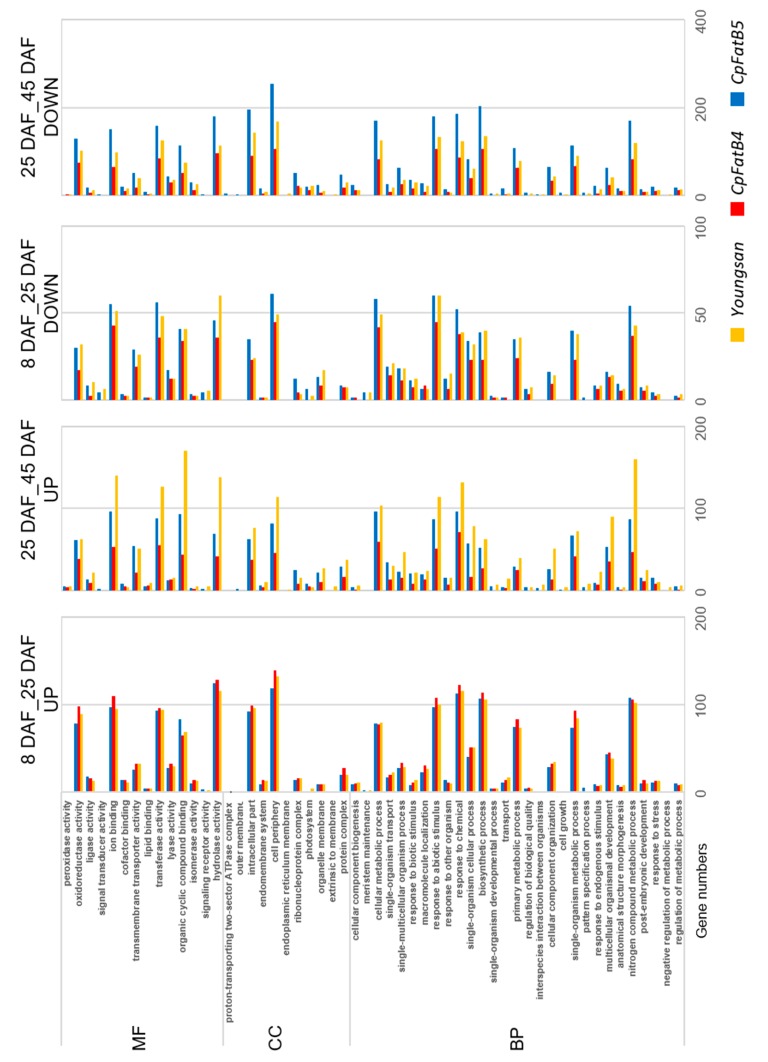
Numbers of DEGs by developmental stages in different genotypes based on Gene Ontology (GO) terms. DEG numbers determined from comparison between developmental stages were plotted according to GO terms. 8 DAF_25 DAF: comparison between 8 and 25 DAF; 25 DAF_45 DAF: comparison between 25 and 45 DAF; BP: biological process; CC: cellular component; DOWN: down-regulated; MF: molecular function; UP: up-regulated.

**Figure 5:**
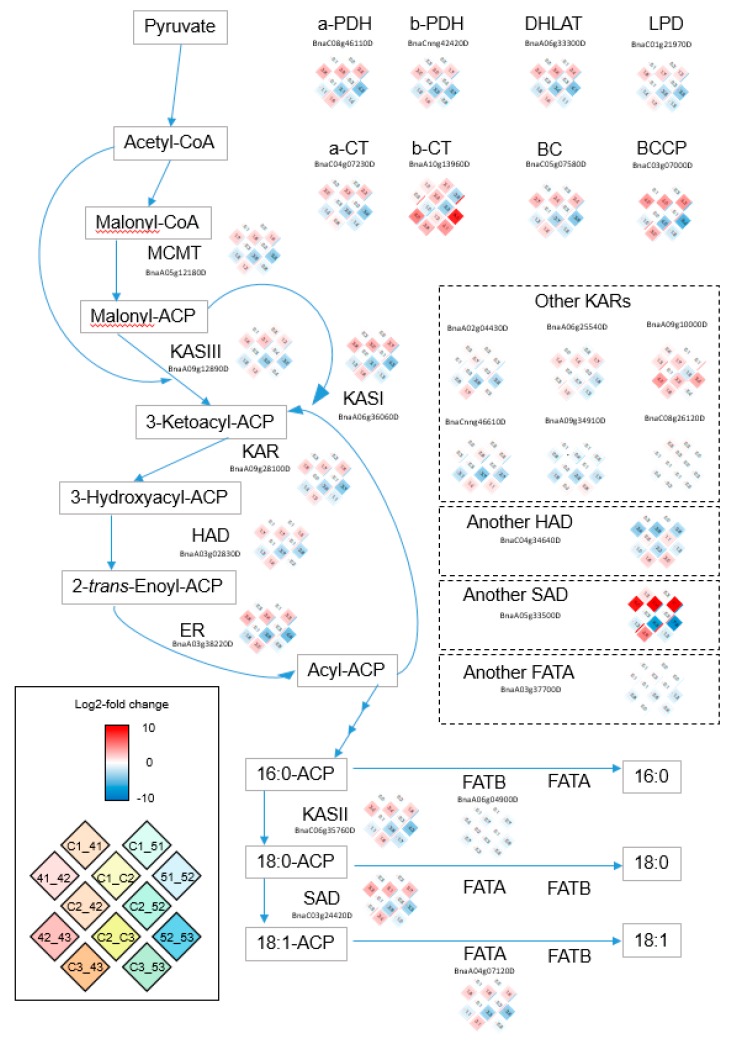
*B. napus* genes involved in the plastidial fatty acid synthesis and their log2-fold expression changes. As representatives of genes involved in the same biochemical step, log2-fold changes of the most highly expressed genes are shown: the expression patterns were similar among them, except those stated separately and shown in the dotted boxes. Solid box: heatmap scale of log2-fold gene expression change and positions of log2-fold change for 12 pair-wise comparisons. α-PDH: pyruvate dehydrogenase alpha subunit; α-CT: carboxyltransferase alpha subunit of heteromeric ACCase; β-CT: carboxyltransferase beta subunit of heteromeric ACCase; β-PDH: pyruvate dehydrogenase beta subunit; BC: biotin carboxylase, a subunit of heteromeric ACCase; BCCP: biotin carboxyl carrier protein, a subunit of heteromeric ACCase; DHLAT: dihydrolipoamide acetyltransferase; ER: enoyl-ACP reductase; FAT: acyl-ACP thioesterase; HAD: hydroxy acyl-ACP dehydrase; KAR: ketoacyl-ACP reductase; KAS: ketoacyl-ACP synthase; LPD: dihydrolipoamide dehydrogenase; MCMT: malonyl-CoA:ACP malonyltransferase; SAD: stearoyl-ACP desaturase.

**Figure 6:**
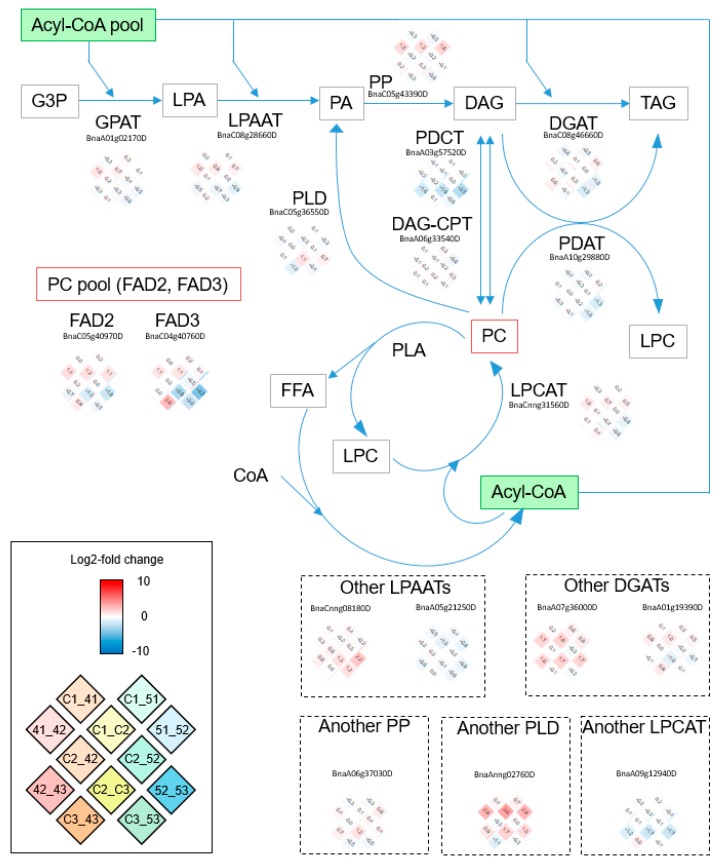
*B. napus* genes involved in triacylglycerol (TAG) synthesis and their log2-fold expression changes. As representatives of genes involved in the same biochemical step, log2-fold changes of the most highly expressed genes are shown: the expression patterns were similar among them, except those stated separately. Those showing somewhat different expression patterns are indicated in dotted boxes. Solid box: heatmap scale of log2-fold gene expression change and positions of log2-fold change for 12 pair-wise comparisons. DAG: 1,2-diacylglycerol; DGAT: acyl-CoA:diacylglycerol acyltransferase; DAG-CPT: diacylglycerol cholinephosphotransferase; FAD2: oleate desaturase; FAD3: linoleate desaturase; FFA: free fatty acid; G3P: glycerol-3-phosphate; GPAT: glycerol-3-phosphate acyltransferase; LPA: lysophosphatidic acid; LPAAT: lysophosphatidic acid acyltransferase; LPC: lysophosphatidylcholine; LPCAT: lysophosphosphatidylcholine acyltransferase; PA: 1,2-diacylglycerol-3-phosphate; PC: phosphatidylcholine; PDAT: phospholipid:diacylglycerol acyltransferase; PDCT: phosphatidylcholine:diacylglycerol cholinephosphotransferase; PLA: phospholipase A2; PLD: phospholipase D zeta; PP: phosphatidate phosphatase.

**Figure 7:**
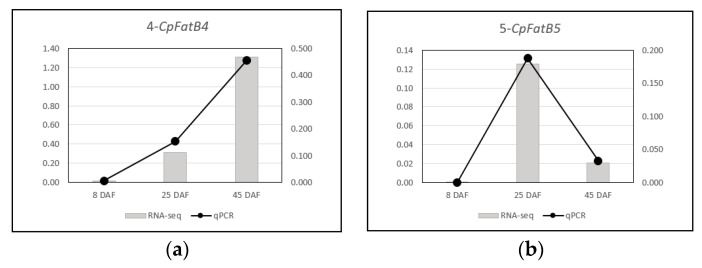
Comparison of RNA-Seq and RT-qPCR expressions of *CpFatB4* and *CpFatB5* transgenes. (**a**) 4-CpFatB4: *CpFatB4* gene expression in developing pods of *CpFatB4* transgenic plant. (**b**) 5-CpFatB5: *CpFatB5* gene expression in developing pods of *CpFatB5* transgenic plant. Primary axis (left vertical axis) values are for RNA-Seq and secondary axis (right vertical axis) values are for RT-qPCR.

**Figure 8:**
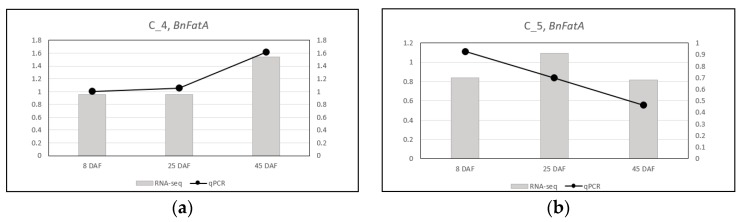

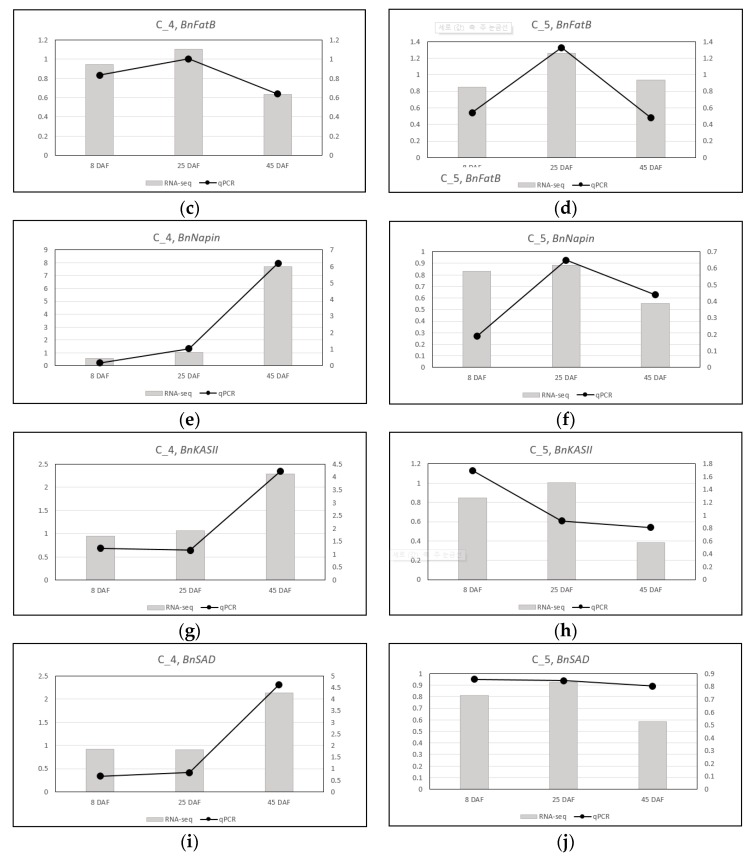
Comparison of RNA-Seq and RT-qPCR expressions of endogenous genes in *CpFatB4* and *CpFatB5* transgenic plants. (**a**,**c**,**e**,**g**,**i**) Expression changes of *B. napus FatA* (*BnFatA*), *FatB* (*BnFatB*), *Napin* (*BnNapin*), *KASII* (*BnKASII*), and *SAD* (*BnSAD*) genes in *CpFatB4*, compared to control plants (C_4). (**b**,**d**,**f**,**h**,**j**) Expression changes of *B. napus FatA* (*BnFatA*), *FatB* (*BnFatB*), *Napin* (*BnNapin*), *KASII* (*BnKASII*), and *SAD* (*BnSAD*) genes in *CpFatB5*, compared to control plants (C_5). Primary axis (left vertical axis) values are for RNA-Seq and secondary axis (right vertical axis) values are for RT-qPCR.

**Table 1:** Seed fatty acid profiles (mol %) and 100-seed weights showed different patterns depending on the transgene expressed. *Youngsan* (non-transgenic control plant, *n* = 12), *CpFatB4* (*n* = 10), and *CpFatB5* (*n* = 10). Seeds for each transgenic line were collected from T4 plants originating from the same T3 parent. Values are indicated as mean ± standard deviation.

Mol %	*Youngsan*	*CpFatB4*	*CpFatB5*
10:0	0.0	0.1	2.1 ± 0.3
12:0	0.0	0.1	1.0 ± 0.1
14:0	0.2	1.0 ± 0.1	0.6
16:0	5.3 ± 0.1	22.7 ± 1.7	9.0 ± 0.2
18:0	2.3 ± 0.1	3.4 ± 0.1	2.5 ± 0.1
18:1	67.8 ± 0.7	49.9±1.8	61.8 ± 0.7
18:2	16.6 ± 0.6	15.4 ± 0.7	15.7 ± 0.6
18:3	5.3 ± 0.4	4.7 ± 0.2	4.9 ± 0.2
20:0	0.8 ± 0.0	1.2 ± 0.0	0.8 ± 0.1
20:1	1.3 ± 0.0	1.0 ± 0.0	1.2 ± 0.0
22:1	0.3 ± 0.0	0.5 ± 0.0	0.4 ± 0.0
Percentage of saturated fatty acids	8.7	28.4	16.0
100-seed weight (mg)	227.4 ± 9.9	250.1 ± 9.3	216.1 ± 8.9

**Table 2:** Summary of DEG numbers in total transcriptome and lipid metabolism. In each comparison, the names of the two RNA samples compared are included in the comparison name, separated by an underscore. The percentages of lipid metabolism DEGs in the total DEGs are shown in the parentheses.

Type and Name of Comparisons		DEG Numbers		Up-Regulated DEG Numbers		Down-Regulated DEG Numbers	
		Total	Lipid Metabolism Genes (%)	Total	Lipid Metabolism Genes (%)	Total	Lipid Metabolism Genes (%)
Stage	C1_C2	2550	250 (9.8)	1688	159 (9.4)	862	91 (10.6)
	C2_C3	4642	267 (5.8)	2504	100 (4.0)	2138	167 (7.8)
	41_42	2486	244 (9.8)	1829	172 (9.4)	657	72 (11.0)
	42_43	2445	207 (8.5)	1028	72 (7.0)	1417	135 (9.5)
	51_52	2575	216 (8.4)	1692	141 (8.3)	883	75 (8.5)
	52_53	4813	264 (5.5)	1753	64 (3.7)	3060	200 (6.5)
Line	C1_41	366	10 (2.7)	174	0 (0)	192	10 (5.2)
	C2_42	45	0 (0)	24	0 (0)	21	0 (0)
	C3_43	1847	105 (5.7)	676	83 (12.3)	1171	22 (1.9)
	C1_51	289	6 (2.1)	155	0 (0)	134	6 (4.5)
	C2_52	112	6 (5.4)	12	1 (8.3)	100	5 (5.0)
	C3_53	1365	48 (3.5)	324	3 (0.9)	1041	45 (4.3)

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/13/3334/s1.

## Abbreviations

FA	Fatty acid
ACP	Acyl carrier protein
FatB	Fatty acyl-ACP thioesterase B
DAF	Days after flowering

# Supplementary material for: Overexpression of Acyl-ACP Thioesterases, CpFatB4 and CpFatB5, Induce Distinct Gene Expression Reprogramming in Developing Seeds of Brassica napus
**Source:** Int J Mol Sci. 2019 Jul 6;20(13):3334. doi: 10.3390/ijms20133334
**Supplement:** Supplementary file 1

Table S1. Summary of Illumina sequencing data for nine samples used in RNA-seq analyses. Clean reads were mapped onto rapeseed reference CDS sequences.

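The supplementary table lists raw reads, clean reads and expressed genes of each library. By the rule of at least 1 read in either column, the deposited values gave 81007 expressed genes in C1, 81383 in C2, 78914 in C3, 81512 in 41, 80766 in 42, 80836 in 51 and 76454 in 53.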

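The clean reads had a mean length between 89.0 and 91.9 bases, from the bases and reads listed. Both columns together held over 1 count per clean read in all 9 libraries, and the first column alone in 8 of 9, with 0.700 in 53.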

| Sample name | Number of raw reads | Number of clean reads | Clean nucleotides (bp) | Number of genes expressed |
| --- | --- | --- | --- | --- |
| C1 | 34,376,946 | 32,180,622 | 2,958,923,472 | 81,007 |
| C2 | 37,825,752 | 35,405,452 | 3,250,870,352 | 81,383 |
| C3 | 35,471,510 | 32,772,978 | 2,968,889,309 | 78,914 |
| 41 | 35,369,166 | 33,065,832 | 3,023,153,116 | 81,512 |
| 42 | 35,394,894 | 32,980,978 | 3,008,523,534 | 80,766 |
| 43 | 31,994,608 | 29,154,724 | 2,608,286,439 | 76,094 |
| 51 | 32,513,910 | 29,367,418 | 2,650,833,406 | 80,836 |
| 52 | 37,665,202 | 34,408,734 | 3,076,974,543 | 82,033 |
| 53 | 30,346,586 | 27,517,552 | 2,449,904,434 | 76,454 |
| Total | 310,958,574 | 286,854,290 | 25,996,358,605 | 91,830 |

# Supplementary material for: Overexpression of Acyl-ACP Thioesterases, CpFatB4 and CpFatB5, Induce Distinct Gene Expression Reprogramming in Developing Seeds of Brassica napus
**Source:** Int J Mol Sci. 2019 Jul 6;20(13):3334. doi: 10.3390/ijms20133334
**Supplement:** Supplementary file 1

Table S10. The top 20 lipid metabolism DEGs between growth stages or plant genotypes. Note that only 10 lipid metabolism DEGs were found in C1_41, and none in C2_42. UP and DOWN indicate expression changes of DEGs.

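With the minimum on the mean of the 2 libraries, 4 of the 10 genes that the paper lists for C1_41 passed, and all 6 of those it lists for C1_51.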

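UP and DOWN refer to the second library named in a comparison relative to the first, as in C3_43, which sets 43 against C3.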

# Supplementary material for: Overexpression of Acyl-ACP Thioesterases, CpFatB4 and CpFatB5, Induce Distinct Gene Expression Reprogramming in Developing Seeds of Brassica napus
**Source:** Int J Mol Sci. 2019 Jul 6;20(13):3334. doi: 10.3390/ijms20133334
**Supplement:** Supplementary file 1

**Table S5**. Top 20 genes showing the strongest differential expression between developmental stages in 3 genotypes. C1_C2 indicates DEGs obtained from comparison between C1 and C2 samples. Likewise, C2_C3, 41_42, 42_43, 51_52, 52_53 are DEGs between different developmental stages in a genotype.

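All 120 entries of the stage table were found in the deposited table, and none had a log2 fold change of opposite sign. The gene had under 3 counts in 1 of the libraries for 51 entries, and the lower bounds computed for these were the only values that differed from the paper's by more than 0.1, by up to 1.59.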

# Supplementary material for: Overexpression of Acyl-ACP Thioesterases, CpFatB4 and CpFatB5, Induce Distinct Gene Expression Reprogramming in Developing Seeds of Brassica napus
**Source:** Int J Mol Sci. 2019 Jul 6;20(13):3334. doi: 10.3390/ijms20133334
**Supplement:** Supplementary file 1

**Table S6**. Top 20 genes showing the strongest differential expression between genotypes at a specific developmental stage. C1_41 indicates DEGs obtained from comparison between C1 and 41 samples. Likewise, C2_42, C3_43, C1_51, C2_52, C3_53 are DEGs between different lines at the same developmental stage. * Rice gene ID; ** Rice description

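Of the 120 entries of the line table, 119 were found in the deposited table, and their log2 fold changes differed from the paper's by at most 0.00490. The identifier BnaC08g4936D of 1 entry does not occur in the deposited table.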

How the deposited data were processed for this re-analysis (not part of the article)

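RNA-Seq counts of whole pods from 3 lines of rapeseed, the cultivar Youngsan and plants with CpFatB4 or CpFatB5, were analysed at 8, 25 and 45 DAF. Each of the 9 libraries was made from RNA pooled from 3 preparations, so each line and stage has 1 library and no replicate. The descriptions of the deposited samples call the stages days after fertilization, and the paper's days after flowering are used.

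The authors trimmed reads with SolexaQA, mapped the clean reads with Bowtie2 to the B. napus coding sequences and counted reads per gene. The tool used for counting and the treatment of reads that match several coding sequences are not named in the paper's text. The deposited table holds 18 raw columns of counts, 2 per library, for 91830 genes. The unit of these deposited columns is recorded as other, because their large values carry commas between groups of digits, and they were tested to be whole numbers of at least 1. The lowest value of every raw column is 1, which was taken as 1 added by the authors to every count and was left in place. The deposited table also holds 13 columns of values that the authors normalized with the DESeq package and rounded to whole numbers, recorded as a score, and 5 raw columns have no such column. What the 2 columns of a library stand for is not explained in the paper's text, and they were treated as repeat measurements of 1 library and never as replicates in a reported number.

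Both columns together held between 38677752 counts in 53 and 88259440 counts in C2. The SD of the log2 ratio of the columns, over genes with at least 1000 normalized counts, was between 0.0474 and 0.0675. The counts per clean read of the paper's Supplementary Table S1 were between 1.41 and 2.51, so a count is not an independent read. Intervals at the 95% level (Wilson, for shares of counts and for the ratio of 2 sums or counts) and the floor of 3 counts cover counting error only.

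Size factors were computed by the median-of-ratios method over all 18 raw columns, and the value of a library is the mean of its 2 normalized columns. These values lay within 0.500 of the authors' 13 normalized columns. Values under 3 counts were set to 3 before a fold change was taken, so that folds against them are lower bounds. A gene was a DEG when its log2 fold change was at least 1 or at most -1 and the mean normalized count of the libraries compared was at least 1000, or 200 for C2_42, with the paper's average expression level read as that mean. The authors' test of significance was not applied. A gene was expressed when at least 1 read was counted in either column. Lipid metabolism genes were the 1716 genes of Supplementary Table S4 in hand. Medians of gene sets were set against 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean expression. Raw counts were summed over the FatA and FatB genes of the text. Organelle-like genes were the genes that Supplementary Tables S4, S6 and S10 pair with an Arabidopsis plastid or mitochondrial gene, that is 32 and 17 genes.

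Genes are named by a rule set beforehand, which takes every gene the paper names in its text or figures, genes of Supplementary Tables S5, S6 and S10 that the neighbouring sentence is about, and for C3_43 and C3_53 the 3 largest rises and the 3 largest falls past the minimum expression. The 8 abundant genes without an annotation and the genes with a line effect named after the paper's text were chosen after their values were seen.

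A line effect shared by the 3 stages was tested with limma's voom and empirical Bayes test on the summed counts of the 9 libraries, with the stage as a block and TMM scaling with trims of 30 and 5 percent, and adjusted by the method of Benjamini and Hochberg at 0.05. Genes were kept when at least 3 libraries reached the equivalent of 10 counts at the median library. A quasi-likelihood test of another package had been planned, and limma was used in its place. Correlations across libraries were tested by exact permutation of the pairings, two-sided, and adjusted over the 4 relations computed.

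The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. TMM scaling was written in Python and tested on simulated data, where its largest error was 3.10%. In simulated counts limma recovered 200 of 200 genes changed in CpFatB4 and called 5 of the other genes, and it called 0 for CpFatB5, where none was changed. The changed genes had a mean of at least 1000 counts and the same change at all 3 stages, and the lines did not differ otherwise. In the data the differences between lines varied with the stage, so this recovery does not give the power of the test there. The DEG rule recovered 145 of 200 simulated changes, which is 72.5% and under the 95% required when the test was written. The 55 genes it missed were all simulated to fall and ended under the minimum expression, and the requirement was narrowed, after that first run had failed, to the genes that still reach the minimum, of which 145 of 145 were recovered. Of 100 random gene lists 5 fell outside the central 95% of their random lists, and a shifted list was placed at percentile 100.

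Alternatives covered the scaling (total count, TMM, size factors from genes with a mean of at least 1000 counts and the authors' normalized values), each column alone, the minimum expression (200, 10, on the mean of all 9 libraries and on the raw count), a pseudocount of 1, the 99th percentile of the changes at 8 DAF as threshold, identical genes counted once, distinct orthologs, 1 subtracted from every count, the definition of expression and the FatA and FatB genes used. Transgene read numbers, RT-qPCR, seed fatty acids and the enrichment of gene ontology and pathway terms were not analysed here. Positions and sequences of genes were not used, and 3265 gene identifiers matched the reference gene table by name.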

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

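The alternatives and the rule for naming genes were set before the data were examined. The tests of maturation, the thinning by library totals, the tests of scaling for the fatty acid synthesis genes, and the correlations of plastid-like with mitochondria-like genes were chosen only after the result was seen. The tests of thinning by size factors, gene copies, nuclear subunits, the scaling of the organelle-like genes and the genes without an annotation were written before their results. Each value rests on 1 library per line and stage, and no difference between lines within a stage was itself tested.

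Storage protein genes moved in opposite directions in the transgenic lines at 45 DAF. Relative to Youngsan the median log2 fold change of the 8 Napin genes was 4.15 in C3_43 and -1.34 in C3_53, and that of the 4 Cruciferin genes was 2.94 and -1.78. These directions were the same under each of the 3 other scalings run for this comparison. The Napin genes rose from 25 to 45 DAF in CpFatB4 (median 1.86) and fell in Youngsan (-1.43) and CpFatB5 (-2.19), also under each scaling. The plastidial FA synthesis genes had a median of 1.27 in C3_43 and of -0.87 in C3_53. The differences between the lines were not tested.

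For the rise of the FA synthesis genes in CpFatB4 at 45 DAF, a candidate explanation is that these pods were less far along in maturation than the Youngsan pods. Across 21920 genes outside the lipid and storage lists, the changes of C3_43 had a Spearman correlation of -0.64 with the changes from 25 to 45 DAF in CpFatB5, so genes that fall late in another line were higher in 43. The same correlation was -0.10 for C1_41 and 0.04 for C2_42. Genes are not independent replicates, and the correlation does not separate a delay caused by the transgene from pods collected at an earlier stage. The 20 most abundant genes took 38.7% of the counts of 43 and 9.15% of those of C3. The choice of scaling did not remove the rise, since the median of the FA synthesis genes was between 0.78 and 1.29 under the 3 other scalings, the lowest with total counts, which shifted the median of all genes by -0.49. Reads shared between copies did not remove it either, since with counts summed per Arabidopsis ortholog the median was 1.42 and 30 of 33 orthologs were higher. Thinning the Youngsan counts to the library total of 43, with 94.7% of the counts kept, moved the median by 0.017, within the limit of 0.1 written beforehand. Thinning them by the ratio of the size factors, with 67.5% kept and so far below the depth of 43, moved it by 0.142, past that limit and away from 0, to 1.41, and by -0.02 when the size factor of the thinned library was scaled by the share kept. The rise of the FA synthesis genes cannot be told apart from a difference in maturation, and an effect of the transgene remains a hypothesis.

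The storage protein genes go against this explanation as far as it was sampled. Pods less far along than C3 would have levels between those of C2 and C3, and 0 of the 12 genes had such a level in 43. All 8 Napin and all 4 Cruciferin genes were higher in 43 than in both Youngsan libraries, and all 12 were so under each of the 3 other scalings. Stages between 25 and 45 DAF were not sampled, so a peak between them was not tested. Thinning was not run for the storage protein genes. Summed over their list, the Napin genes took 5.51% of the counts of 43, 0.666% of those of C3 and 1.91% of those of C2. The Cruciferin genes took 13.2%, 2.52% and 1.00%. Reads moving between genes of a list, or a difference in depth, would leave such shares unchanged. The shares therefore argue against both for these 12 genes. Copies outside the lists were not tested, and an effect of the transgene on the storage protein genes remains a hypothesis.

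For the fall of the FA synthesis genes in CpFatB5 at 45 DAF, more advanced maturation was tested in the same way. Across 19703 genes the changes of C3_53 had a Spearman correlation of 0.061 with those from 25 to 45 DAF in CpFatB4, against -0.16 for C1_51 and -0.01 for C2_52. The value nearest 0 under the 3 other scalings was -0.39, and with counts summed per ortholog the median was -0.88, with 3 of 32 orthologs higher. The lower depth of 53 was not tested for this set, so an effect of the transgene could be proposed only as a hypothesis.

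The TAG biosynthesis genes had medians of 0.16 in C3_43 and -0.35 in C3_53, and of -0.22 in C2_C3, 0.074 in 42_43 and -0.50 in 52_53, with the sign in CpFatB4 opposite to that in the other lines. Total count scaling gave -0.33 in C3_43 and -0.49 in 42_43, and size factors from genes with a mean of at least 1000 counts gave 0.12 in C3_53, 0.03 in C2_C3 and 0.17 in 52_53. These scalings shifted the median of all genes by -0.49, -0.56, 0.47, 0.25 and 0.68, about as much as they moved the TAG biosynthesis medians, so the sign changed and the position relative to the median of all genes did not. Relative to random lists the medians were above 100% of them in C3_43, 99.98% in 42_43, 20.9% in C3_53, 6.47% in C2_C3 and 3.92% in 52_53. Restricted to genes with a mean of at least 1000 counts, the medians of C2_C3, 42_43 and 52_53 were each positive. The opposite sign in CpFatB4 was thus not kept among these genes. The difference between the lines was not tested, and no biological explanation was tested for it.

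Organelle-like genes were higher than Youngsan in both transgenic lines at 8 and 45 DAF and lower at 25 DAF, so that the direction differed between stages in the same line. The median log2 fold change of the 32 plastid-like genes was 1.52 in C1_41, -1.03 in C2_42, 2.56 in C3_43, 2.66 in C1_51, -2.92 in C2_52 and 4.29 in C3_53. That of the 17 mitochondria-like genes was 1.59, -0.86, 2.86, 2.82, -1.57 and 6.20. The differences between the stages were not tested. Over the 6 line comparisons and the 3 other scalings the sign of the plastid-like median changed 0 times. Regulation together with the nuclear partners of an enzyme would have given a positive correlation between the plastid-encoded subunit of acetyl-CoA carboxylase and 16 nuclear subunit genes. Over the 9 libraries Pearson's r was -0.489 (exact permutation p = 0.184, adjusted p = 0.211 over 4 relations). Spearman's rho was -0.367 (p = 0.336 from the same test, adjusted p = 0.336), and without 53 and 43 r was -0.291. The stages were not separated, and the nuclear subunit genes were highest at 25 DAF in each line. Their mean log2 count was then 13.78 in C2, 13.69 in 42 and 13.60 in 52. The correlation therefore cannot decide the question.

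A varying amount of organelle RNA carried into the libraries is a candidate explanation for the organelle-like genes. The shares of plastid-like and mitochondria-like genes had a Pearson r of 0.995 over the 9 libraries (exact permutation p = 0.00236, adjusted p = 0.00628) and a Spearman rho of 0.933 (p = 0.00075, adjusted p = 0.0060), with r 0.964 over the 7 libraries left without 53 and 43. Since the genes were chosen from lists of changed genes, this correlation cannot decide the question. Over the 7 libraries that did not enter the choice of the mitochondria-like genes of C3_53, their share and that of the plastid genes of the lipid list had r 0.962 (exact permutation p = 0.0127, adjusted p = 0.0254) and rho 0.75 (p = 0.0663, adjusted p = 0.0884), and without 43 and C2, the libraries farthest from the median, r was 0.929 over 5 libraries. The rank correlation failed the threshold of 0.05. The labels give no sequencing batch, and the lines at each stage are 1 library each, so organelle RNA carried over and a change of organelle transcripts by the transgenes cannot be told apart.

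Outside the genes that the paper discusses, 8 abundant genes without an annotation in the supplementary tables in hand took 12.5% of the counts of 53 (Wilson 95% interval 12.48% to 12.51%) and 0.459% of those of C3. Their identifiers are BnaC08g46150D, BnaAnng22160D, BnaA09g04420D, BnaAnng36730D, BnaAnng21760D, BnaC02g36110D, BnaC08g47040D and BnaCnng67370D, and they were chosen after their values were seen. Their log2 fold changes in C3_53 were between 4.49 and 4.84. In the other libraries they took between 0.273% of the counts in 42 and 2.30% in 51. Organelle RNA is a candidate explanation here too, since over the 8 libraries without 53 their share had a Pearson r of 0.803 with the share of plastid-like genes (exact permutation p = 0.0187, adjusted p = 0.0299) and a Spearman rho of 0.929 (p = 0.00223, adjusted p = 0.00628), and r was 0.874 over the 6 libraries left without 43 and 51. What these genes encode was not tested, and no biological explanation was tested for them.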

How the results depend on the processing

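The tests that put a minimum on the higher of the 2 libraries, a minimum of 1000 on C2_42, the limma p-values for the 2 columns and limma's trend were chosen only after the result was seen. The other alternatives were set in advance. No paired analysis within a stage was possible because there was 1 sample per line and stage, all with replicate number 1. Only the limma test of a line effect shared by the stages compared the lines with the stage as a block. Of the values that answer a comparison, 436 under an alternative stayed within 1.5 times the count reported or within the 95% interval, 146 moved further and 7 reversed. The 7 that reversed were medians of the TAG biosynthesis genes. For all values below the cause was not tested, except that the shift of the median of all genes is given for each scaling. An adjusted p-value from edgeR for the columns of a library taken as replicates and a DESeq2 Wald test were not run, and nor were the alternatives for the transgene, which was not analysed here. The authors' normalized values covered 8 of the 12 comparisons.

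Total count scaling shifted the median of all genes by -0.37 in C1_C2, -0.12 in C2_C3, -0.43 in 41_42, -0.56 in 42_43, -0.21 in 51_52, -0.19 in 52_53, -0.49 in C3_43 and 0.12 in C2_52. The TAG biosynthesis median became -0.33 in C3_43 (0.16 as reported) and -0.49 in 42_43 (0.074), both reversed, 0.64 in C1_C2 and 0.67 in 41_42. The plastidial FA synthesis median was 0.78 in C3_43, 1.36 in C1_C2, 1.28 in 41_42 and -1.82 in 42_43. The Napin median was 3.66 in C3_43, -1.55 in C2_C3, 1.30 in 42_43 and -2.38 in 52_53, and the Cruciferin median was 2.45 in C3_43, -1.73 in C3_53, 1.11 in C2_C3, 2.49 in 42_43 and 1.08 in 52_53. The plastid-like median was 2.07 in C3_43 and 4.35 in C3_53, and the mitochondria-like median was 2.37 in C3_43. Lipid DEGs of C3_53 numbered 14, against 24. The split of DEGs into up and down was 820 and 971 in C1_C2 (1153 and 488 as reported), 774 and 823 in 41_42 (1246 and 436), 416 and 2122 in 42_43 (731 and 974), 929 and 806 in 51_52 (1082 and 527), 218 and 1712 in C3_43 (489 and 816, with 881 genes in both lists) and 15 and 61 in C2_52 (5 and 71).

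Size factors from genes with a mean of at least 1000 counts shifted the median of all genes by -0.41 in C1_C2, 0.25 in C2_C3, -0.38 in 41_42, 0.31 in 42_43, -0.27 in 51_52, 0.68 in 52_53, -0.10 in C1_51 and 0.47 in C3_53. The TAG biosynthesis median reversed in C3_53 (0.12, against -0.35), C2_C3 (0.031, against -0.22) and 52_53 (0.17, against -0.50), and was 0.60 in C1_C2 and 0.73 in 41_42. The 3 reversals here and the 2 under total count scaling had about the size of the shift of all genes, so they do not bear on the TAG biosynthesis genes relative to other genes. The plastidial FA synthesis median was 1.32 in C1_C2, 1.33 in 41_42, -0.95 in 42_43, 1.24 in 51_52 and -2.50 in 52_53. The Napin median was -0.87 in C3_53, -1.18 in C2_C3, 2.17 in 42_43 and -1.51 in 52_53, and the Cruciferin median was 2.96 in C3_43, -1.31 in C3_53, 1.47 in C2_C3, 3.36 in 42_43 and 1.95 in 52_53. In C3_53 the plastid-like median was 4.76 and the mitochondria-like median 6.67. The DEGs of C3_53 fell from 1027 to 448, and the split went from 245 up and 782 down to 336 up and 112 down, with 350 genes in both lists. The split was 701 and 872 in C1_C2 (1153 and 488 as reported), 1888 and 1105 in C2_C3 (1617 and 1456), 700 and 635 in 41_42 (1246 and 436), 911 and 511 in 42_43 (731 and 974), 742 and 718 in 51_52 (1082 and 527), 2145 and 1123 in 52_53 (1123 and 1953), 116 and 175 in C1_41 (129 and 121) and 104 and 148 in C1_51 (115 and 90). Which direction held more DEGs therefore depended on the scaling in C1_C2, 41_42, 42_43, 52_53, C1_41, C1_51 and C3_53, and also in C2_C3, where total count scaling gave 1316 up and 1522 down.

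TMM scaling and the authors' values shifted that median by less than 0.1 in every comparison they covered. With TMM scaling the Napin median was -1.38 in C2_C3 and 1.90 in 42_43, the Cruciferin median 2.93 in C3_43, -1.84 in C3_53, 1.27 in C2_C3, 3.08 in 42_43 and 1.23 in 52_53, the plastid-like median 4.23 in C3_53, and the lipid DEGs of C3_53 numbered 37. The first column alone gave Napin medians of 4.23 in C3_43 and 1.87 in 42_43, and the second column gave 4.10 and 1.85.

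The number of DEGs depended on the minimum expression. With a minimum of 200 there were 6781 in C1_C2 (344 of them lipid genes), 10674 in C2_C3 (381), 6350 in 41_42 (330), 5630 in 42_43 (291), 7448 in 51_52 (344), 11756 in 52_53 (420), 1088 in C1_41 (30), 4478 in C3_43 (181), 880 in C1_51 (21), 205 in C2_52 and 3185 in C3_53 (105). With a minimum of 10 there were 21483 in C1_C2, 27999 in C2_C3, 20811 in 41_42, 17377 in 42_43, 23289 in 51_52, 32329 in 52_53, 4335 in C1_41, 1231 in C2_42, 14320 in C3_43, 4154 in C1_51, 1650 in C2_52 and 10050 in C3_53. A minimum on the mean of all 9 libraries gave 294 in C2_42 and 228 in C2_52. A minimum on the higher of the 2 libraries, chosen after seeing the values, gave 2551 in C1_C2, 4643 in C2_C3, 2576 in 51_52, 4814 in 52_53 and 46 in C2_42, and 222 lipid DEGs in 52_53, 89 in C3_43 and 0 in C2_42. A minimum of 1000 in C2_42, also chosen after seeing the values, gave 39 (18 up and 21 down). With a threshold at the 99th percentile of the changes between lines at 8 DAF, 1.80, there were 797 DEGs in C1_C2, 1606 in C2_C3, 794 in 41_42, 783 in 42_43, 799 in 51_52, 1887 in 52_53, 33 in C1_41, 22 in C2_42, 354 in C3_43, 74 in C1_51, 27 in C2_52 and 251 in C3_53. At this threshold more DEGs were up than down in 42_43 (471 and 312), C3_43 (219 and 135) and C3_53 (223 and 28), the opposite of the reported split. With the minimum on the mean of all 9 libraries more were up than down in C3_43 too (676 and 466). Which direction held more DEGs also changed in C2_C3 with that minimum, in C1_C2, C2_C3, 41_42, C1_51 and C2_52 with a minimum of 10, in C1_41 and C1_51 with a minimum of 200 or identical genes counted once, in C2_C3 and C1_41 with a minimum on the raw count, and in C1_41 with the minimum on the higher of the 2 libraries and C2_42 with the minimum of 1000, both chosen after seeing the values. The limma p-values with the 2 columns as if replicates removed 1 gene in C2_42 and 1 in C3_43.

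Lipid DEGs counted as distinct Arabidopsis orthologs numbered 51 in C1_C2, 54 in C2_C3, 46 in 41_42, 43 in 42_43, 39 in 51_52, 48 in 52_53, 2 in C1_41, 2 in C2_42, 20 in C3_43, 2 in C1_51, 2 in C2_52 and 13 in C3_53. Restricted to genes with a mean of at least 1000 counts, the TAG biosynthesis median was 1.73 in C2_C3 and 1.72 in 52_53, both reversed, 4.69 in C1_C2, 6.24 in 41_42, 1.95 in 42_43 and 1.58 in 51_52. The plastidial FA synthesis median was then 2.56 in C1_C2, -3.06 in C2_C3, 2.59 in 41_42, 2.31 in 51_52 and -4.12 in 52_53.

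The FatA and FatB sums moved with the scaling. Per library total the FatB sum of 43 was 0.661 of that of C3, and the FatA and FatB sums of 53 were 0.643 and 0.725. With median-of-ratios normalized counts the FatA and FatB sums of 43 were 2.25 and 0.927 of those of C3, and those of 53 were 0.620 and 0.699. Raw counts gave 1.52 and 0.626 for 43 and 0.358 and 0.403 for 53. With the 12 genes annotated in the reference genome paper the ratio of FatB to FatA was 5.37 in C1, 1.55 in C2, 5.21 in 41, 1.81 in 42, 2.10 in 43, 5.29 in 51 and 1.81 in 52, and the FatA sum of 43 was 1.69 of that of C3.

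The line effect shared by the stages passed in 6 genes of CpFatB5, in 7 without a filter on low counts, in 5 with total count scaling and in 5 with limma's trend. Across the 3 fits that each left out one stage it passed in from 0 to 6 genes, with 1122 and 3858 genes at an unadjusted p-value of at most 0.05 in the fits with 0. For CpFatB4 0 genes passed under each of these settings, with 1865 to 5288 genes at an unadjusted p-value of at most 0.05.

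Outside these values 61 results kept their value and 6 moved, all of them the number of genes shared with the 20 largest changes reported. At a minimum of 200 the genes shared were 0 in C1_41, 1 in C1_51, 1 in C2_52, 7 in C3_43 and 11 in C3_53, and 9 were shared in C3_43 under total count scaling. The depth limits the genes expressed in a single line, whose median deposited count is at most 2 with the added 1 included. It also limits the folds against libraries at the floor, which are lower bounds. When a mean deposited count of at least 10 was required, 784 genes were expressed only in 53 at 45 DAF, against 2108.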

Differences from the paper's values

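The tests with a minimum on the higher of the 2 libraries compared and with a minimum of 1000 for C2_42 were chosen only after the result was seen. A count is given here when it and the paper's count differ by more than 1.5 times. An alternative is said to come within reach when its count lies within 1.5 times the paper's. Of the alternatives set before the data were examined, those named beside a count came within reach and the others run for that count did not. Of the log2 fold changes in Supplementary Tables S5 and S10, those of 51 of 120 and 20 of 182 entries are lower bounds here, smaller in size than the paper's values by up to 1.59. The other entries and the 119 found of Table S6 lay within 0.1 of the paper's values.

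From 8 to 25 DAF in Youngsan (C1_C2) there were 1641 DEGs against the paper's 2550, with total count scaling (1791), the minimum on the mean of all 9 libraries (1757) and the minimum on the raw count (2109) within reach. The down-regulated ones numbered 488 against the paper's 862, with total count scaling (971), size factors from genes with a mean of at least 1000 counts (872) and the minimum on the raw count (696) within reach. In 41_42 436 were down against the paper's 657, with the same alternatives within reach (823, 635 and 556). In 51_52 there were 1609 against the paper's 2575, with total count scaling (1735), the mean of all 9 libraries (1850) and the raw count (1991) within reach, 1082 up against the paper's 1692, with the last 2 within reach (1360 and 1367), and 527 down against the paper's 883, with total count scaling (806), size factors from genes with a mean of at least 1000 counts (718) and the raw count (624) within reach.

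From 25 to 45 DAF in Youngsan (C2_C3) there were 3073 DEGs against the paper's 4642, with TMM scaling (3102), the first column (3099) and the raw count (3217) within reach. Of these 1617 were up against the paper's 2504, with TMM scaling (1700) and size factors from genes with a mean of at least 1000 counts (1888) within reach. In 52_53 there were 3076 against the paper's 4813, with total count scaling (3276) and those size factors (3268) within reach, 1123 up against the paper's 1753, with those size factors (2145) within reach, and 1953 down against the paper's 3060, with total count scaling (2295), the mean of all 9 libraries (2285) and the raw count (2156) within reach.

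Between the lines at 8 DAF 121 DEGs were down in C1_41 against the paper's 192, with total count scaling (159), size factors from genes with a mean of at least 1000 counts (175), the mean of all 9 libraries (140) and the raw count (177) within reach. In C2_42 there were 121 DEGs against the paper's 45, and none of the alternatives set before the data were examined came within reach. Of these 82 were up against the paper's 24, with the 99th percentile threshold (22) within reach, and 39 were down against the paper's 21, with the second column (31) and identical genes counted once (31) within reach. In C2_52 5 were up against the paper's 12, with total count scaling (15), TMM scaling (8), size factors from genes with a mean of at least 1000 counts (8), the first column (8) and the raw count (8) within reach.

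A minimum of 1000 on the higher of the 2 libraries, chosen after seeing the values, gave 2551 DEGs in C1_C2 (862 down), 658 down in 41_42, 2576 in 51_52 (1692 up and 884 down), 4643 in C2_C3 (2504 up), 4814 in 52_53 (1753 up and 3061 down), 192 down in C1_41, 46 in C2_42 (24 up and 22 down) and 12 up in C2_52, all within reach. Under it the DEG totals of all 12 comparisons lay within 2 genes of the paper's, and it too was chosen after seeing the values. A minimum of 1000 on the mean in C2_42, chosen after seeing the values, gave 39 (18 up and 21 down), also within reach. The paper's methods say that C2_42 had no DEGs and was therefore given the lower cutoff of 200 reads. The 39 and 46 DEGs found here at 1000 differ from that statement.

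The lipid genes here were those in the part of the paper's list in hand, so genes missing from it may account for some of the lower lipid counts. How much of each difference comes from the list was not tested. Lipid metabolism DEGs numbered 145 in C1_C2 against the paper's 250 (102 up and 43 down against the paper's 159 and 91), with the minimum of 200 within reach (344, 211 and 133). In C2_C3 there were 156 against the paper's 267, 55 up against the paper's 100 and 101 down against the paper's 167, with the minimum of 200 within reach for the total (381) and for those up (120), and no alternative within reach for those down. In 41_42 there were 135 against the paper's 244, 103 up against the paper's 172 and 32 down against the paper's 72, with the minimum of 200 within reach for the total (330) and for those up (211) and total count scaling for those down (51). In 42_43 there were 127 against the paper's 207, 47 up against the paper's 72 and 80 down against the paper's 135, with the minimum of 200 within reach for the total (291) and for those up (81) and total count scaling for those down (92). In 51_52 there were 111 against the paper's 216, 82 up against the paper's 141 and 29 down against the paper's 75, with the minimum of 200 within reach for those up (200) and no alternative for the total or for those down. In 52_53 there were 142 against the paper's 264, 42 up against the paper's 64 and 100 down against the paper's 200, with none within reach.

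Between the lines there were 4 lipid DEGs in C1_41, all down, against the paper's 10, all down, and 4 in C2_42, all up, against the paper's 0 (0 up), with none of the alternatives set before the data were examined within reach. In C3_43 there were 54 against the paper's 105 and 48 up against the paper's 83, with none within reach, and 6 down against the paper's 22, with total count scaling (29) within reach. In C2_52 0 were up against the paper's 1, which the minimum of 200 reached (1). In C3_53 there were 24 against the paper's 48 and 20 down against the paper's 45, with TMM scaling within reach (37 and 33). Over the 6 line comparisons there were 97 against the paper's 175, with none within reach.

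The minimum of 1000 on the higher of the 2 libraries, chosen after seeing the values, brought within reach the lipid DEGs of C1_C2 (191, with 135 up), C2_C3 (221, with 71 up and 150 down), 41_42 (187, with 144 up), 42_43 (179, with 59 up and 120 down), 51_52 (163, with 116 up), 52_53 (222, with 56 up and 166 down), C2_42 (0), C3_43 (89, with 77 up) and the 6 line comparisons (129). Under this minimum, chosen after seeing the values, those down in C1_C2 (56), 41_42 (43), 51_52 (47) and C3_43 (12), those of C1_41 (4), those up in C2_52 (0) and those of C3_53 (25, with 21 down) stayed out of reach.

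The paper states that no common gene was found among the 20 strongest genes of the lines at each stage, and here C1_41 and C1_51 shared 7 and C3_43 and C3_53 shared 2. For C3_43 and C3_53 total count scaling and the minimum of 200 each gave 0, and for C1_41 and C1_51 the number was between 5 and 11 under the alternatives run.

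The paper names CCR2 as a DEG of C1_51, and here 0 of the 3 genes passed, with a median log2 fold change of 1.80. The minimums of 200 and 10 and the mean of all 9 libraries called 3 of 3, and the minimum on the higher of the 2 libraries, chosen after seeing the values, called 1. The paper lists the P-loop gene among the down-regulated genes of C3_43, and here it had a log2 fold change of -4.90 and did not pass the minimum. Minimums of 200 and 10 called it, as did the minimum on the higher of the 2 libraries, chosen after seeing the values.

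The paper states that genes of photosystem I, photosystem II and ribulose-bisphosphate carboxylase were up-regulated in C2_52, and here the medians were -3.47 for the 8 PsaA/PsaB genes, -2.92 for the 4 genes of reaction center protein C and -2.84 for the 9 carboxylase genes. None of them passed the minimum at the settings reported. The minimum of 10 and the mean of all 9 libraries called all of them as lower, the minimum of 200 called 8, 4 and 5, and the minimum on the higher of the 2 libraries, chosen after seeing the values, called 8, 4 and 5. All of these genes were lower under every setting run.

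The paper states that the carboxyltransferase beta subunit of acetyl-CoA carboxylase and ketoacyl-CoA synthase were up-regulated DEGs of both lines at 45 DAF. In C3_43 the beta subunit genes had a log2 fold change of 2.77 and 0 of 4 passed the minimum here. Minimums of 200 and 10 called 4 of 4, as did the minimum on the higher of the 2 libraries, chosen after seeing the values. In C3_53 the 2 ketoacyl-CoA synthase genes had a median of -1.56, and they were lower under every setting run. Elsewhere the paper names ketoacyl-CoA synthase as down-regulated in C3_53, which is the direction found here.

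The paper names FAD5-like desaturase among the up-regulated DEGs of C3_43, and here the 3 genes over the minimum had log2 fold changes from -0.34 to 0.04. No setting run called any of the 5 genes of this kind. The paper states that nuclear-encoded subunits of acetyl-CoA carboxylase were down-regulated in C3_53, and here the genes of the pathway drawing had -1.37, -1.45 and -1.47 without passing the minimum. The minimums of 200 and 10 and the mean of all 9 libraries called 4 of 4 genes of the alpha subunit and 4 of 4 of biotin carboxylase, and of the 8 genes of the biotin carboxyl carrier protein the minimum of 10 called 4.

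The paper states that all FA biosynthesis genes of the pathway drawing rose and then fell in each genotype, and here 16 of 18 did so in each line, under each scaling and each column that covers the line. The paper states that many storage protein genes decreased at 45 DAF in Youngsan and CpFatB5. Here all 8 Napin genes fell, with median log2 fold changes of -1.43 in C2_C3 and -2.19 in 52_53. The Cruciferin genes had medians of 1.23 in C2_C3, with 4 of 4 higher, and 1.27 in 52_53, with 2 of 4 higher and a lowest value of -0.22, and these medians were positive under each scaling run.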

Other observations

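The tests of counts per clean read and of the time of day were chosen only after the result was seen, and the counts of other assignments of the libraries were planned before their results.

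The counts of every library added up to more than its clean reads, and the lowest ratio was 1.41 counts per clean read, in 53. A value over 1 may come from reads counted on every similar coding sequence. Both columns are summed here, so counting each read once per column could also give up to 2, which 8 of the 9 libraries exceeded and 53 did not. The meaning of the 2 columns of a library is not explained in the paper's text, so the columns holding mates of the same pairs is another reading. The first column alone held over 1 count per clean read in 8 of the 9 libraries and 0.700 in 53. No biological explanation applies to this ratio.

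At 8 DAF clock-related genes moved in the same direction in both transgenic lines, which are compared with the same Youngsan library. The 7 evening-expressed genes, the CCR2-like genes among them, had a median log2 fold change of 2.60 in C1_41 and 1.63 in C1_51, and the 4 morning-expressed genes -2.68 and -2.50. The difference between the medians of these groups in C1_51 was 4.13. At 25 DAF the medians were 0.35 and 0.08 in C2_42 and 0.71 and -0.07 in C2_52, and at 45 DAF 0.52 and -1.64 in C3_43 and -0.37 and 0.00 in C3_53. The Youngsan pods of 8 DAF may have been collected at another time of day, but the genes were chosen because they had changed and the paper's text gives no time of collection, so this cannot be told apart from an effect shared by the transgenic lines.

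A difference between a transgenic line and Youngsan of the same size at all 3 stages was tested over 73401 genes with limma, with the stages in place of replicates. For CpFatB4 0 genes had an adjusted p-value of at most 0.05, 4609 had an unadjusted p-value of at most 0.05, and the smallest adjusted p was 0.129, with 0.0635 to 0.980 under the alternatives. Since no assignment of the libraries of each stage to the lines can give fewer than 0 genes, all 4 of the 4 assignments gave as many, which tests nothing for CpFatB4. For CpFatB5 6 genes passed, 1 higher and 5 lower, 3755 had an unadjusted p-value of at most 0.05, and the smallest adjusted p was 0.00441, with 0.00268 to 0.676 under the alternatives. For CpFatB5 2 of the 4 assignments gave as many genes. The other of these exchanged libraries at a single stage and gave 148 genes, 147 of them higher, and 35 of the 49 organelle-like genes were among them. With 4 assignments no share under 0.05 can be reached, so the number of genes for CpFatB5 cannot be told apart from chance.

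The 6 genes for CpFatB5, chosen after their values were seen, were BnaC06g21460D with a log2 difference of -4.29 (SE 0.277, limma adjusted p = 0.00441), BnaA09g25650D with -4.34 (SE 0.282, adjusted p = 0.00441), BnaCnng24000D with -4.13 (SE 0.290, adjusted p = 0.00550), BnaC01g20680D with -3.63 (SE 0.317, adjusted p = 0.0260), BnaA08g30150D with -4.75 (SE 0.435, adjusted p = 0.0308) and BnaC05g19600D with 3.82 (SE 0.375, adjusted p = 0.0452). Each of these 6 genes kept the sign of its log2 difference in 3 of 3 stages. In CpFatB4 BnaC05g19600D had a log2 difference of 3.73 with an adjusted p of 0.129, and it was higher in 3 of 3 stages.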
